# Dietary Restriction and Medical Therapy Drives PPARα-Regulated Improvements in Early Diabetic Kidney Disease in Male Rats

**DOI:** 10.1042/CS20220205

**Published:** 2022-11-11

**Authors:** William P. Martin, Meera Nair, Yeong H.D. Chuah, Daniel Malmodin, Anders Pedersen, Sanna Abrahamsson, Michaela Hutter, Mahmoud Abdelaal, Jessie A. Elliott, Naomi Fearon, Hans Eckhardt, Catherine Godson, Eoin P. Brennan, Lars Fändriks, Carel W. le Roux, Neil G. Docherty

**Keywords:** diabetic kidney disease, fatty acid oxidation, metabolome, mitochondria, obesity, peroxisome, PPARα, preclinical models, transcriptome, weight loss

## Abstract

The attenuation of diabetic kidney disease (DKD) by metabolic surgery is enhanced by pharmacotherapy promoting renal fatty acid oxidation (FAO). Using the Zucker Diabetic Fatty and Zucker Diabetic Sprague Dawley rat models of DKD, we conducted studies to determine if these effects could be replicated with a non-invasive bariatric mimetic intervention. Metabolic control and renal injury were compared in rats undergoing a dietary restriction plus medical therapy protocol (DMT; fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin) and *ad libitum*-fed controls. The global renal cortical transcriptome and urinary ^1^H-NMR metabolomic profiles were also compared. Kidney cell type-specific and medication-specific transcriptomic responses were explored through *in silico* deconvolution. Transcriptomic and metabolomic correlates of improvements in kidney structure were defined using a molecular morphometric approach. The DMT protocol led to ~20% weight loss, normalised metabolic parameters and was associated with reductions in indices of glomerular and proximal tubular injury. The transcriptomic response to DMT was dominated by changes in fenofibrate- and PPARα-governed peroxisomal and mitochondrial FAO transcripts localizing to the proximal tubule. DMT induced urinary excretion of PPARα-regulated metabolites involved in nicotinamide metabolism and reversed DKD-associated changes in the urinary excretion of TCA cycle intermediates. FAO transcripts and urinary nicotinamide and TCA cycle metabolites were moderately-to-strongly correlated with improvements in glomerular and proximal tubular injury. Weight loss plus pharmacological PPARα agonism is a promising means of attenuating DKD.

## Introduction

Diabetic kidney disease (DKD) is the leading cause of end-stage kidney disease (ESKD) [4, 5]. Obesity is common in people with chronic kidney disease (CKD), with reported prevalence rates ranging from 35-44% [6, 7]. Despite being an independent risk factor for the onset and progression of DKD [8], intentional weight loss strategies are not yet routinely deployed in the management of this condition [6]. Emerging evidence does, however, support a possible role for metabolic surgery in the treatment of DKD [9, 10]. For example, in a randomised study of Roux-en-Y gastric bypass (RYGB) in patients with type 2 diabetes and microalbuminuria, remission of albuminuria at 24-month follow-up was greater following RYGB plus medications (82%) compared with medications alone (55%) [11].

In the Zucker Diabetic Fatty (ZDF) and Zucker Diabetic Sprague Dawley (ZDSD) rat models of DKD, we demonstrated that RYGB reduces glomerular injury in association with downregulation of fibrosis and inflammation pathways at the renal transcriptomic pathway level [12–16]. Whilst impaired proximal tubular fatty acid oxidation (FAO) is now recognised as a key driver of DKD-associated tubulointerstitial fibrosis and progressive renal functional decline [17, 18], we did not detect transcriptomic induction of FAO following RYGB-induced weight loss [14–16]. However, other authors have demonstrated increased renal expression of key regulators of FAO, including peroxisome proliferator-activated receptor-alpha (PPARα) and 5′ adenosine monophosphate-activated protein kinase (AMPK), following metabolic surgery in preclinical models of DKD [19, 20]. Accordingly, in the ZDSD rat model of DKD, we demonstrated that the renoprotective effects of RYGB could be enhanced when combined with FAO-directed pharmacotherapy for type 2 diabetes which strongly induced proximal tubular FAO [15].

Whilst this combination of metabolic surgery plus FAO-directed pharmacotherapy is a promising means of attenuating DKD progression [15], the invasive nature of surgically-induced weight loss may hamper its clinical translation. It may be difficult to convince patients with mild-moderate obesity that the reduction in renal and cardiovascular risk after metabolic surgery outweighs the risks of postoperative complications, which increase with advancing CKD stage [21], particularly for a disease such as DKD which is often asymptomatic until its advanced stages [22]. Aside from surgical complications, a non-invasive weight loss intervention could also be more feasibly scaled to larger numbers of eligible patients as it would obviate the need for an elective surgical procedure and associated wait times, which have increased for metabolic surgery over the past decade [23].

With recent advances in pharmacotherapy for obesity, the possibility of combining lifestyle intervention with medications to achieve sustained surgery-equivalent weight loss is becoming increasingly apparent. For example, randomisation to the glucagon-like peptide-1 receptor agonist (GLP1RA) semaglutide 2.4 mg once weekly plus lifestyle intervention resulted in 10-15% weight loss by follow-up at week 68 in patients with overweight or obesity, with or without type 2 diabetes [24, 25]. In an RCT of the dual GLP-1 and glucose-dependent insulinotropic polypeptide (GIP) receptor agonist tirzepatide (5, 10, and 15 mg once weekly) vs semaglutide 1 mg once weekly as add-on therapy to metformin in patients with type 2 diabetes, reductions in body weight at week 40 were greater at all 3 evaluated doses of tirzepatide compared with semaglutide [26]. Indeed, the 13.1% reduction in body weight observed with tirzepatide 15 mg once weekly was approximately double that achieved with semaglutide 1 mg once weekly (6.7%) over the same timeframe [26]. Furthermore, some of these medications have been demonstrated to have renoprotective effects in people with type 2 diabetes. For example, in a post-hoc analysis of the Semaglutide Unabated Sustainability in Treatment of Type 2 Diabetes (SUSTAIN) 1-7 RCTs, semaglutide was associated with marked reductions in albuminuria in people with type 2 diabetes in a manner similar to that reported following liraglutide [27, 28].

A non-invasive weight loss strategy may also avoid maladaptive consequences of metabolic surgery, which may have particularly deleterious consequences in people with DKD. For example, nutritional deficiencies in iron, calcium, and vitamin D after metabolic surgery may exacerbate anaemia and mineral bone disease as complications of DKD [29]. Given that anaemia is an important contributing factor to cardiovascular complications amongst patients with DKD [30], the avoidance of nutritional deficiencies may be important to optimising both cardiovascular and renal outcomes with intentional weight loss interventions in DKD. Enteric hyperoxaluria is also common following certain metabolic surgeries, such as RYGB [31]. While enteric hyperoxaluria is controllable with appropriate multi-disciplinary care [32], the avoidance of this complication with non-surgical approaches may have an overall benefit on net renal outcomes in people with DKD.

As such, in the present study, we assessed the impact of a dietary restriction plus medical therapy (DMT) intervention on renal injury endpoints, the renal cortical transcriptome, and the urinary metabolome in the ZDF and ZDSD rat models of DKD. The DMT intervention served as a bariatric mimetic control in previous preclinical studies of RYGB in our group [14, 15], and consisted of dietary restriction to RYGB-equivalent weight loss (~20% of baseline body weight) and treatment with fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin. Aside from the impact on body weight, dietary restriction has been shown to activate PPARα-governed renal FAO to abrogate age-associated renal fibrosis [33]. All medications used in the DMT intervention are routinely deployed in the management of type 2 diabetes. Ramipril was included as renin-angiotensin-aldosterone system (RAAS) blockade is the backbone of DKD management [34]. Metformin, rosuvastatin and fenofibrate were included as, by convergent mechanisms, each drug can stimulate FAO [15, 35–37]. Liraglutide was administered to mimic the post-prandial increase in GLP-1 which is implicated in improvements in metabolic control and renal outcomes after metabolic surgery [38–41]. As we previously showed that RYGB-induced weight loss synergised with pharmacotherapy to reduce renal injury in association with activation of PPARα-mediated peroxisomal and mitochondrial FAO [15], we hypothesised that these beneficial effects could be replicated in a non-invasive fashion with DMT.

## Materials And Methods

### Animal studies

Experiments were undertaken at the University College Dublin Biomedical Facility under governmental project license (Health Products Regulatory Authority – AE18982/P084). Ethical approval for the animal study protocols was granted by the University College Dublin Animal Research Ethics Committee (approval reference AREC-15-32). Adult male ZDF (fa/fa) rats and lean control (fa/+, n=6) rats (Charles River Laboratories, France and UK) were acquired at 6-weeks old while adult male ZDSD rats and Sprague Dawley control (SD, n=6) rats (Crown BioScience) were acquired at 14-weeks old. All rats were provided with water and Purina 5008 rodent chow (Nestle Purina, St. Louis, MO). In both experiments, body weight and glycaemia-matched ZDF and ZDSD rats were allocated to either a sham disease control (SHAM, n=6 ZDF and n=7 ZDSD) or a dietary restriction plus medical therapy group (DMT, n=9 ZDF and n=6 ZDSD).

The DMT intervention consisted of dietary restriction to achieve 20% weight loss as well as the daily administration of multi-agent pharmacotherapy including 100 mg/kg fenofibrate (Mylan Pharma, Canonsburg, PA), 300 mg/kg metformin (Teva Pharma, Petah Tikva, Israel), 1 mg/kg ramipril (Sanofi, Paris, France), 10 mg/kg rosuvastatin (Teva Pharma), and 1 mg/kg (ZDF) or 0.2 mg/kg (ZDSD) liraglutide. Fenofibrate, metformin, ramipril, and rosuvastatin were incorporated into daily chow rations, while liraglutide was administered by subcutaneous injection. The dietary restriction protocol involved providing individually caged rats with a jar of Purina 5008 chow pre-soaked with a cocktail of the orally delivered medications. Rations were provided daily at 15:00 immediately after subcutaneous liraglutide administration and were started at 16g per rat per day. This equated to an approximately 50% reduction in food intake based on average *ad libitum* daily intake of hyperphagic ZDF and ZDSD rats. Ration quantity was maintained or titrated up and down daily in 2g increments or decrements as required to support the achievement and stable maintenance of approximately 20% weight loss within 1 month of starting the protocol.

Medications were administered at doses which have been shown to be renoprotective in monotherapy in rat models of hypertensive or diabetic renal injury [42–45]. Liraglutide was dose-titrated to a daily maximum dose of 1 mg/kg in ZDF rats and 0.2 mg/kg in ZDSD rats as previously described [46]. Liraglutide was titrated to a lower daily dose in ZDSD rats as their intact leptin signalling system renders them more sensitive to liraglutide-induced adipsia and food aversion [47, 48]. Body weights and mid-morning plasma glucose levels (Freestyle Optium Neo, Abbott Laboratories, Chicago, IL) were examined on a weekly basis before and after intervention. Animals were humanely killed (intraperitoneal overdose of sodium pentobarbital (200mg/kg) in the ZDF study; exsanguination under isoflurane anaesthaesia in the ZDSD study) after an 8-week post-intervention period. Cervical dislocation was performed to confirm humane killing. An overview of the study design, experimental timelines, and study endpoints is provided in Figure 1.

### Sham surgeries

The DMT intervention was designed as a bariatric mimetic intervention and studied alongside Roux-en-Y gastric bypass (RYGB) surgery in the ZDF and ZDSD studies. The impact of RYGB alone (ZDF) and RYGB in combination with medical treatment (ZDSD) has been reported on separately to the DMT intervention [14, 15]. To control for the impact of surgery on renal endpoints, sham surgeries were performed in SHAM and DMT-treated rats. A week prior to surgery, glycaemic control was optimized with daily subcutaneous injection of insulin degludec (Tresiba^®^, Novo Nordisk, Denmark) to achieve a fasting plasma glucose <12 mmol/L. Animals were anaesthetised with isoflurane (5% induction dose; 2% maintenance dose) and administered a pre-operative prophylactic antibiotic, enrofloxacin 5mg/kg s.c. (Baytril, Bayer). A midline laparotomy was performed followed by closure. Buprenorphine (Animalcare Limited) analgaesia was provided at 0.01-0.05 mg/kg s.c. every 6 hours for the first 2 post-operative days and as required thereafter.

### Biochemical analyses

Pre- and post-intervention urine samples were collected over a duration of 16 hours in both the ZDF and ZDSD experiments. In the ZDF study, urinary analytes were measured using an autoanalyser (Roche/Hitachi Cobas c501 modular analyser) and resulting values used to derive the albumin-to-creatinine ratio in μg/mg (uACR). In the ZDSD study, urinary concentrations of albumin were examined by enzyme-linked immunosorbent assay (ELISA) (K15162C Meso Scale Discovery, Rockville, MD) and expressed as the albumin excretion rate in μg/hour.

In the ZDF study, plasma total cholesterol (WAKO 294-65801) and triglycerides (Cayman Chemical 10010303) were measured at 8-week follow-up using colorimetric assays. In the ZDSD study, serum total cholesterol and triglycerides were measured at 8-week follow-up using an Atellica^®^ Solution Immunoassay and Clinical Chemistry Analyser (Siemens Healthineers).

### Histological and immunohistochemical analyses

Five to ten-micron thick sections of formalin-fixed paraffin-embedded kidney were used for haematoxylin and eosin (H&E) and immunohistochemical staining. ZDF kidney sections were stained with anti-Wilms’ tumour-1 (WT-1) antibody (C-19, sc-192 Santa Cruz Biotechnology; 1:250 dilution) using a Dako Autostainer Link 48 system. Signal amplification was achieved using the horseradish peroxidase-based FLEX system with signal development using 3,3’-diaminobenzidine (DAB) substrate. ZDSD kidney sections were stained with anti-ACOX1 antibody (ab184032, Abcam; 1:200 dilution) using the VECTASTAIN Elite ABC-HRP peroxidase kit (PK-6200, Vector Laboratories). IgG isotype controls (ADI-950-231-0025, Enzo Life Sciences) and no antibody controls were used to confirm the specificity of staining. All slides were digitized at 20x magnification using an Aperio AT2 Digital Slide Scanner (Leica Biosystems).

Scanned WT-1-stained sections were used to measure glomerular area in Aperio ImageScope (Leica Biosystems) in the ZDF experiment. Scanned H&E-stained sections were used to measure glomerular area in QuPath in the ZDSD experiment [49]. Glomerular volume was calculated from glomerular area using the Weibel and Gomez formula [50]. In both studies, thirty glomerular tufts per sample were manually annotated at random throughout the renal cortex, from a minimum of six animals per experimental group.

### Transmission electron microscopy

Glutaraldehyde-fixed and 1% osmium tetroxide post-fixed renal tissue was dehydrated and infiltrated with EPON^™^ Epoxy Resin. Ultra-thin sections were prepared and examined by transmission electron microscopy (TEM) (Tecnai^™^ G2 12 BioTWIN). Images were analyzed using ImageJ software (NIH, https://imagej.nih.gov/ij/). Data were acquired from glomeruli in both the ZDF and ZDSD studies (minimum of six animals per experimental group), while proximal tubular data were also acquired in the ZDSD experiment.

All glomerular ultrastructural measurements were recorded from six separate capillary loops, representative of at least three separate glomeruli per sample. Podocyte foot process frequency (PFPF) was measured at 9900x by determining the number of podocyte foot processes (FPs) per unit length (8 μm) of glomerular basement membrane (GBM). Six measurements were recorded per sample. GBM thickness was measured according to the Haas method at 20500x [51]. Podocyte foot process diameter (PFPD) was measured as a reciprocal of PFPF at 20500x. Twenty-four GBM thickness and PFPD measurements were recorded per specimen.

Mitochondrial roundness was assessed as a marker of mitochondrial stress and measured in thirty images of proximal tubular cells per animal, fifteen each from the pars convoluta and pars recta segments. The pars convoluta and pars recta sections of the proximal tubule were distinguished by their ultrastructural morphometry and mitochondria contained therein imaged separately [52, 53]. For each of the pars convoluta and pars recta sections, fifteen non-overlapping images from three distinct regions (five images/region) were acquired at 16500x per sample. Each image contained a minimum of five mitochondria for quantification. Images were captured in the basal region of pars convoluta cells for consistency, adjacent to the tubular basement membrane. Longer mitochondria which ran off the edge of the image, and for which less than 2 μm of their course was captured by the image window, were excluded from analysis. Mitochondrial parameters (area, perimeter, major and minor axis, roundness, and aspect ratio) were measured using the freehand line selection tool of ImageJ. Roundness is the inverse of the aspect ratio (major axis/minor axis length) and is calculated as:

$$\frac{4\times \;area}{\left(\pi \times {\;major\;axis}^{2}\right)}$$

### Transcriptomic and quantitative real-time PCR analyses

Ribonucleic acid (RNA) was extracted from renal cortical samples using an RNeasy Plus Mini Kit (Qiagen). RNA was also extracted from liver and epididymal fat pads in the ZDSD experiment. The concentration and purity of RNA samples were determined using a Nanodrop^™^ 2000 Spectrophotometer (Thermo Fisher Scientific) and RNA sample integrity assessed using Agilent RNA 6000 Nano kits (Agilent Technologies).

For renal cortical RNA-sequencing (RNA-seq) in the ZDF experiment, RNA library preparation was carried out using the TruSeq^®^ Stranded mRNA NeoPrep kit (Cat. No. NP-202-1001, Illumina). Libraries were sequenced on the Illumina NextSeq^®^ 500 platform in a paired-end fashion at a read length of 2x75bp. For renal cortical RNA-seq in the ZDSD experiment, RNA library preparation was carried out using the TruSeq^®^ Stranded Total RNA Library Prep Gold kit (Cat. No. 20020598, Illumina). Libraries were sequenced on the Illumina NovaSeq^®^ 6000 platform in a paired-end fashion at a read length of 2x100bp. Sequencing fastq files have been deposited in Gene Expression Omnibus (GEO) (accession numbers: GSE117380 for ZDF data; GSE169085 for ZDSD data).

For quantitative real-time polymerase chain reaction (qRT-PCR) analyses, samples were treated with deoxyribonuclease (DNase) 1 and complementary deoxyribonucleic acid (cDNA) synthesized using SuperScript^™^ II Reverse Transcriptase Kit (Invitrogen). Messenger RNA (mRNA) expression of *Acox1*, *Ehhadh*, *Acaa2*, and *Pdk4* was quantified in renal cortical, liver, and adipose tissue samples (TaqMan^®^ Gene Expression Assays, Thermo Fisher Scientific and QuantStudio 7 Flex System, Applied Biosystems). β-actin was used as the endogenous reference gene for all qRT-PCR analyses. Comparative analysis was performed using the ΔΔCt method [54], with healthy control animals (fa/+ or SD) serving as calibrators.

### RNA-seq bioinformatic analyses

The quality of the raw renal cortical RNA-seq fastq files was analyzed using FastQC (0.11.2) [55]. Quality filtering of reads was performed using Prinseq (0.20.3) for the ZDF data and using Trim Galore (0.4.0) for the ZDSD data [56, 57]. Adapter removal was not performed for the ZDF data due to low adapter content. Adapter removal was performed using Cutadapt (1.9) for the ZDSD data [58]. The data was mapped with STAR (2.5.2b) towards the rat reference genome, rn5 [59]. Read quantification was performed with HTSeq (0.6.1p1) for the ZDF data and with featureCounts (1.6.4) for the ZDSD data [60, 61].

Further analysis was performed using the R statistical programming language (4.1.1) [62]. Differential expression analysis was performed using DESeq2 [63]. The data was normalized by size factors. A negative binomial generalized linear model was fitted to the normalized data, with the Wald statistic used to identify differentially expressed genes (DEGs). The p-values were adjusted for multiple testing with the Benjamini-Hochberg procedure [64]. A regularized log (rlog) transformation was subsequently applied to gene expression counts.

Clustering by principal component analysis (PCA) was performed using rlog gene expression counts and plotted by experimental group using the R package factoextra [65]. Volcano plots were created using the R package ggplot2 [66, 67]. Differentially expressed transcripts between experimental groups, considered as those with an absolute fold-change ≥1.3 and adjusted p-value <0.05, were used as the input for functional enrichment analyses and enumerated on Venn diagrams using the R package ggvenn [68]. Pathways (Reactome database) and gene ontology (biological process and cellular component) terms over-represented between experimental groups in both animal models were examined using the function‘compareCluster’ from the R package clusterProfiler [69, 70]. Results of functional enrichment analyses were rendered using the R package clusterProfiler [69, 70]. Upstream regulator analysis was performed using Ingenuity PathwayAnalysis (IPA) [71], with results presented on a bubble plot generated using the R package ggplot2 [66, 67].

### *In silico* deconvolution of the predicted cellular source of DMT-responsive transcripts

A shared renal cortical transcriptomic response to DMT was defined by identifying genes which were differentially expressed (absolute fold-change ≥1.3, adjusted p-value <0.05) and sharing directionality of regulation (upregulated or downregulated) for the DMT vs SHAM comparison in both the ZDF and ZDSD models. To interrogate renal tubular epithelial cell localisation of these DMT-responsive transcripts commonly changed in both models, we accessed a publicly available proteomics dataset of 14 rat tubular epithelial cell types [72]. Transcripts commonly changed by DMT relative to SHAM in both models were intersected with the rat tubular epithelial cell protein expression matrix and plotted on a heatmap [73]. Line plots of cell-type expression of three PPARα-responsive proteins whose mRNA expression was induced by DMT, ACOX1, EHHADH, and ACAA2, were generated.

Further interrogation of the localisation of the DMT-responsive renal transcriptomic signature was performed by using a single-nucleus RNA sequencing (snRNA-seq) dataset containing samples from 3 individuals with early DKD [74]. Raw gene expression counts and cell assignments were analyzed according to standard single cell clustering workflows using the R package Seurat [75]. Assignment of cluster identity was cross-checked with the human diabetic kidney dataset on the Kidney Interactive Transcriptomics website, which is the same dataset analyzed herein. Average expression of each transcript across the defined cell types was calculated using the function ‘AverageExpression’. Transcripts commonly changed by DMT relative to SHAM in both models, after conversion to their human orthologs [76], were intersected with the human diabetic kidney gene expression matrix and plotted on a heatmap [73]. Violin plots of cell-specific expression of three PPARα-responsive transcripts whose mRNA expression was induced by DMT, *Acox1*, *Ehhadh*, and *Acaa2*, were generated with the Seurat function ‘VlnPlot’.

### *In silico* deconvolution of medication- and PPAR isotype-specific transcriptomic responses to DMT using a network pharmacology approach

Genes responsive to the medications fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin (FLMRR) and to PPAR isotypes (alpha, beta/delta, and gamma) were obtained using IPA [71]. Separate lists of the five medications, alongside their corresponding cardinal drug targets, as well as the three PPAR isotypes were generated in IPA. For each list, a network was grown to identify target genes using the ‘Grow’ tool in the ‘Build’ section of the ‘My Pathways’ interface. Only experimentally observed relationships were permitted. Drug, chemical, disease, and function categories were excluded. The data underlying each network were exported from IPA and imported into RStudio [62]. The Entrez IDs of medication and PPAR target genes were converted to rat gene symbols [77, 78], and intersected with the list of DEGs commonly changed by DMT relative to SHAM in both animal models.

Doughnut plots were generated using the R package ggplot2 to illustrate the number and percentage of medication- and PPAR-responsive genes identified in IPA, stratified by medication type/PPAR isotype (inner layer) as well as presence in or absence from the DMT vs SHAM DEG list common to the ZDF and ZDSD models (outer layer) [66, 67]. Venn diagrams were created using the R package venn to illustrate the overlap and separation in transcripts responsive to each of the five medications and each of the three PPAR isotypes [79].

Medication- and PPAR-responsive transcripts contained within the common DMT vs SHAM DEG list were intersected with a rat tubular epithelial cell protein expression matrix [72]. Transcripts were classified as belonging to one of two categories, the proximal tubule or the rest of the renal tubule, based on site of maximal abundance following hierarchical clustering when plotted on heatmaps, with this information being extracted from the heatmap dendrograms [73]. Doughnut plots were subsequently generated using the R package ggplot2 to summarise the number and percentage of transcripts stratified by fenofibrate- or PPARα-responsiveness (inner layers), presence or absence from the tubular epithelial cell proteomics dataset (middle layers), and localisation in either the proximal tubule or the rest of the renal tubule (outer layers) [66, 67].

Functional enrichment analyses were performed on medication-responsive genes present in the common DMT vs SHAM DEG list, stratified by fenofibrate-responsiveness and renal tubular localisation (proximal tubule vs rest of tubule). Pathways (Reactome database) and gene ontology (cellular component) terms over-represented between these gene clusters were examined using the function ‘compareCluster’ from the R package clusterProfiler, with results presented as dotplots [69, 70]. A network plot of pathways and gene ontology terms associated with fenofibrate-responsive and proximal tubular abundant transcripts changed by DMT was generated using the function ’cnetplot’ from the R package enrichplot [80].

### Urinary NMR metabolomic analyses

Proton nuclear magnetic resonance (^1^H-NMR) spectroscopy was performed on timed urine samples obtained at baseline and at 4 weeks after intervention according to standard Bruker In Vitro Diagnostic Research (IVDr) methods [81]. Urine samples were thawed at room temperature for 20 min before a brief spin at 2000 g at 4 °C for 10 min. NMR samples for 5 mm SampleJet racks were prepared by mixing 9 parts urine with 1 part urine buffer (1.5 M KH_2_PO_4_ pD 6.95, 0.5% w/v NaN3, 0.1% w/v 3-trimethylsilyl propionic-2,2,3,3 acid sodium salt D4 (TSP-d4) in 99.8% D_2_O) using a SamplePro Tube L liquid handling robot (Bruker BioSpin, Ettlingen, Germany). The temperature was kept at 279 K throughout the sample preparation process. POM balls were added to tube caps in the finished sample tube rack before placing the rack in the cooled SampleJet sample changer on the spectrometer.

1D nuclear Overhauser effect spectroscopy (NOESY), 1D Carr-Purcell-Meiboom-Gill (CPMG) and 2D J-resolved experiments were acquired for each sample with a 600 MHz Bruker Avance III HD spectrometer at 300 K equipped with a 5 mm BBI room temperature probe, using the pulse sequences ‘noesygppr1d’, ‘cpmgpr1d’ and ‘jresgpprqf’, respectively, according to the IVDr SOP [81]. Urine samples were randomised during sample preparation and pooled samples containing aliquots of samples from each of the study groups were included as quality control steps. TSP-d4 was used for internal chemical shift referencing.

To facilitate metabolite annotation, a set of 2D experiments on four selected samples were acquired on an Oxford 800 MHz magnet equipped with a Bruker Avance III HD console, a 3 mm TCI CryoProbe and a cooled SampleJet sample changer. ^13^C-HSQCs were acquired using the pulse sequence ‘hsqcedetgpsisp2.3’ using spectral widths of 20 and 90 PPM in the direct and indirect dimensions, respectively, collecting 64 scans per increment for a total of 512 increments and 2048 data points. The acquisition time was 63.9 and 14 ms for the direct and indirect dimensions, respectively, and the relaxation delay was 1.5 s. ^1^H-^1^H-TOCSYs were acquired using the pulse sequence ‘dipsi2esgpph’ with sweepwidths in both dimensions of 12 PPM, collecting 16 scans per increment into 512 increments and 8192 data points. Acquisition times were 0.426 s and 26.6 ms for the direct and indirect dimensions, respectively. The TOCSY transfer delay was 60 ms and the relaxation delay between scans was 1 s. ^1^H-^1^H-COSYs were acquired with the pulse sequence ‘cosygpppqfpr’. Sweepwidths were 13.95 PPM in both dimensions; 4 scans per increment were collected to a total of 1024 increments and 2048 data points. The acquisition time was 92 ms and the relaxation delay 2 s. All 2D spectra were referenced to TSP-d4.

The 1D NOESY spectra destined for peak picking and multivariate analysis were zero-filled twice before Fourier transformation into 132k data points, including addition of 0.3 Hz exponential line-broadening and referencing to TSP-d4. Spectra were processed in TopSpin3.5pl7 (Bruker BioSpin, Ettlingen, Germany). The 1D NOESY spectra were loaded into Matlab using RBNMR [82]. Baseline correction of the spectra was performed due to the high urinary glucose concentrations present in untreated ZDSD rats using the command ‘msbackadj’ with window size set to 1000, quantile set to 0.1, and stepsize set to 500 [83].

### ^1^H-NMR spectral processing in the ZDSD model

Further analysis of NMR data was performed using the R statistical programming language (4.1.1) [62]. The 1D nuclear Overhauser effect spectroscopy (NOESY) spectra and parts per million (PPM) chemical shift values were imported and processed to a peak intensity matrix according to a standard workflow using the R package Speaq [84]. Peak detection was performed using a Mexican hat wavelet method implemented by the function ’getWaveletPeaks’. Detected peaks were aligned and grouped to a single PPM index value using the function ’PeakGrouper’. Illustrative plots of raw spectra, peak detection, and peak grouping/alignment for three peaks of interest, which were generated using the Speaq function ’ROIplot’, are presented in Supplementary Figure S1.

Silhouette values were calculated as a metric of the quality of peak grouping using the function ’SilhouetR’. Peak groupings with a silhouette value less than 0.6 were removed and the peaks regrouped with the function ’regroupR’ – this process was repeated iteratively until all peak groupings had a silhouette value ≥0.6. Peak filling was performed to detect peaks that may have been missed during the first round of peak detection. Finally, a peak intensity matrix was built with grouped peaks (identified by their PPM shift values) as columns and samples as rows. A probabilistic quotient normalisation (PQN) was applied to the peak intensity matrix [85, 86], which was subsequently used as the input for multivariate statistics. Annotation of processed spectra was performed using Chenomx 8.6 software (Chenomx Inc.), the Human Metabolome Database (HMDB), and the Biological Magnetic Resonance Data Bank (BMRB) [87–89].

### ^1^H-NMR clustering analyses and classification modelling in the ZDSD model

Clustering by PCA was performed using PQN-normalised NMR peak intensities and plotted by phenotype as biplots along principal components 1 and 2 using the R package factoextra [65].

The R package Multivariate methods with Unbiased Variable selection in R (MUVR) was used to fit a series of multivariate random forest (RF) classification models for comparison of two groups of samples at a time [90]. The models were fitted to PQN-normalised ^1^H-NMR peak intensity matrices (X matrices) containing the relevant samples for each comparison. Y response vectors indicating experimental group assignment were inputted to each supervised model. The MUVR algorithm minimises overfitting by performing recursive elimination of the least informative variables in a repeated double cross-validation procedure [90]. The following modelling parameters were used, as recommended: nOuter=5 (number of outer cross-validation segments, to ensure both classes were present in all model segments), nRep=100 (number of model repetitions), and varRatio=0.85 (proportion of variables maintained in the data per model iteration during variable elimination) [90].

The ’max’ RF model, which considers all relevant predictors without compromising classification performance [90], was selected to identify as many urinary ^1^H-NMR peaks relevant to classifying experimental group status as possible. The area under the receiver operating characteristic curve (AUC) and the number of misclassifications was used to assess model performance. Additional performance metrics relating to model classification, including sensitivity and specificity, were calculated by inputting actual sample class alongside predicted sample class at the 50% probability threshold (obtained from the MUVR model) to the function ‘confusionMatrix’ from the R package caret [91].

Mean decrease in Gini index was used to rank variable (urinary ^1^H-NMR peak) importance to RF model classification. Dotplots of selected ^1^H-NMR peaks ordered by mean decrease in Gini index were generated for each model using a custom ggplot2 plotting function [66, 67]. Mean decrease in Gini index values presented are the mean of estimates obtained from 100 model repetitions. PQN-normalised peak intensity by group was plotted for selected metabolites identified as important to RF models using ggplot2 [66, 67].

### Correlations between kidney structure, renal cortical transcripts, and urinary metabolites in the ZDSD model

Pearson correlation matrices between mean values for histological and ultrastructural parameters and rlog gene expression counts as well as PQN-normalised urinary ^1^H-NMR peaks from 4 weeks post-intervention were constructed on a per animal basis using the base R function ‘cor’ [62]. Transcriptomic pathway over-representation analysis was performed for the ZDSD DMT vs SHAM comparison using the R package ReactomePA [92]. Gene-structure correlations for genes belonging to enriched peroxisomal and mitochondrial FAO pathways between these two groups of rats were extracted. Metabolite-structure correlations for selected metabolites which were differentially abundant between ZDSD DMT and SHAM rats were extracted. Correlation matrices were plotted using the ggcorrplot R package [93].

A network plot was generated to illustrate the correlation structure between kidney structural parameters, renal cortical FAO transcripts, and urinary metabolites following DMT. A Pearson correlation data frame between all three components was constructed using the function ’correlate’ from the R package corrr [94]. Correlations with Pearson |r| <0.5 were removed. The correlation data frame was converted to an igraph network using the igraph function ’graph_from_data_frame’[95], and plotted with the ’stress’ layout using the R packages tidygraph and ggraph [96, 97]. Network nodes are clustered based on multidimensional scaling of Pearson correlation values.

### Descriptive and inferential statistics

ZDF and ZDSD study endpoints, statistical tests by which they were analysed, and location within the manuscript are presented in Supplementary Table S1. Percentage delta change in metabolic parameters (body weight and plasma glucose) and albuminuria (uACR for ZDF model, uAER for ZDSD model) was calculated as:

$$\left(\frac{\;Post-intervention\;value\;-\;Pre-intervention\;value\;}{\;Pre-\mathrm{int}ervention\;value\;}\right)\times 100$$

Statistical analyses were performed using the R package rstatix in RStudio (R version 4.1.1) [62, 98]. P-values were adjusted for the number of comparisons using the Benjamini-Hochberg method [64]. P<0.05 was considered statistically significant. Study endpoints are plotted as boxplots or violin plots using the R package ggplot2 [66, 67], with individual data points for each animal superimposed. For proximal tubular mitochondrial structural data, where per animal effect sizes are naturally smaller, individual annotations for all animals in each group are plotted to provide additional insight into data distribution [66, 67].

## Results

### Improvements in metabolic parameters following DMT in the ZDF and ZDSD studies

DMT resulted in mean reductions in body weight of 14.5±4.1% (ZDF) and 23.6±2.9% (ZDSD)(Table 1). DMT led to mean reductions in plasma glucose of 52.3±12.9% (ZDF) and 26.5±38.1% (ZDSD). Circulating triglycerides, but not cholesterol levels, were reduced by DMT across both models.

### Improvements in albuminuria and glomerular structure following DMT in the ZDF and ZDSD studies

Baseline median [IQR] uACR was 7.4 [1.9] μg/mg in fa/+ heterozygous healthy control rats in the ZDF study. DMT reduced median [IQR] uACR values from 407.1 [150.7] μg/mg pre-intervention to 67.4 [56.9] μg/mg post-intervention in the ZDF model (p=0.004), corresponding to a -77.7 [12.4]% reduction in uACR (Figure 2A,B). Baseline median [IQR] uAER was 29.0 [13.5] μg/hour in Sprague Dawley healthy control rats in the ZDSD study. DMT reduced median [IQR] uAER values from 97.9 [27.3] μg/hour pre-intervention to 40.6 [17.3] μg/hour post-intervention in the ZDSD model (p=0.03), corresponding to a -58.6 [23.4]% reduction in uAER (Figure 2C,D).

Glomerular volume was elevated in SHAM rats relative to healthy control rats in both animal models (1.3×10^6^±1.9×10^5^vs 8.0×10^5^±7.0×10^4^μm^3^, p=0.001 in ZDF model; 1.9×10^6^± 2.1×10^5^ vs 1.1×10^6^±1.2×10^5^ μm^3^, p<0.001 in ZDSD model), and reduced following DMT (Figure 2E,F).

Mean podocyte foot process frequency (PFPF) was reduced in SHAM rats relative to healthy control rats in both animal models and increased following DMT (Figure 2G,H). Accordingly, mean podocyte foot process diameter (PFPD) was higher in SHAM rats relative to healthy control rats in both animal models and lower in DMT-treated animals (Figure 2G,H). Increases in GBM thickness were observed in SHAM rats relative to healthy control rats in both animal models, with the magnitude of increase being greater in the ZDSD model. GBM thickening was attenuated in DMT-treated ZDSD rats (Figure 2G,H).

### Improvements in proximal tubular mitochondrial morphology following DMT in the ZDSD model

As outlined in Supplementary Figure S2, in the ZDSD study, mitochondria in the pars convoluta had a greater two-dimensional area, were longer, and less round compared with mitochondria in the pars recta, as previously described [53]. In the pars convoluta, there was no difference in mitochondrial roundness between the SHAM and SD groups (Figure 3A,C). However, mitochondrial roundness did decrease in the pars convoluta of animals treated with DMT relative to the SHAM group. In the pars recta, mitochondrial roundness was increased in SHAM rats relative to the SD group (Figure 3B,D). Mitochondrial roundness in the pars recta was lower in DMT-treated rats relative to the SHAM group.

### Renal transcriptome profiling identifies enhanced FAO following DMT in ZDF and ZDSD rats

Principal component analysis of kidney RNA-seq data identified discrete shifts across groups, and particularly following the DMT intervention, in both animal models (Figure 4A,B). 

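The RNA-seq data of the ZDSD experiment come from renal cortex collected at 37 weeks of age, after the 8-week post-intervention period. The groups were Sprague Dawley (SD) healthy control rats (n=6), sham-operated ZDSD rats (SHAM), and sham-operated ZDSD rats given dietary restriction plus medical therapy (DMT, n=6). Medical therapy consisted of daily fenofibrate (100 mg/kg, an agonist of PPARα), metformin (300 mg/kg), ramipril (1 mg/kg), rosuvastatin (10 mg/kg) and liraglutide (0.2 mg/kg). The deposited data hold 9 SHAM rats, numbered 311, 315, 317, 321, 333, 334, 340, 343 and 348, whereas the paper reports n=7 SHAM rats. The paper's text does not name the 7 rats, so all 9 were used. The deposit calls the DMT group medical bypass. Its labels mark the SD and SHAM libraries, but not the DMT libraries, as new analyses of samples deposited earlier. Neither the labels nor the paper state whether all libraries were prepared and sequenced together.

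The authors trimmed reads with Trim Galore (0.4.0) and Cutadapt (1.9), mapped read pairs to the rat genome (rn5) with STAR (2.5.2b), and counted fragments on the exons of 26404 Ensembl genes with featureCounts (1.6.4) in the reverse-strand setting. By the default of that program, fragments that map to several places or overlap several genes were left out. The deposited values are these counts, without normalization, and the header, the command and the gene table were the same in all 21 rats. Total counts per rat ranged from 20896370 to 27597901 (median 24089205.5) in SD rats and from 22308943 to 26812590 (median 24815451.5) in DMT-treated rats. In SHAM rats, total counts ranged from 101534 to 23995113 (median 16685661). Rats 343 and 348 had 121511 and 101534 counts, and the other 7 SHAM rats had 14502127 to 23995113 (median 19835551). Between 17146 and 17742 genes had at least 1 count in the 19 deeper libraries, compared with 11048 in rat 343 and 10661 in rat 348. A gene with 3 counts corresponds to 0.109 to 0.207 CPM (counts scaled to a library total of 1000000) in the deeper libraries, and to 24.7 and 29.5 CPM in rats 343 and 348. These floors cover counting error only. The counts of rats 343 and 348 did not differ by more than sampling noise (chi-square per degree of freedom 1.03, 4797 degrees of freedom, p=0.0973). Of 51 pairs of other rats of the same group, thinned at random to the same depths in a single draw each, none was as alike (lowest 1.06). The lowest value was near that of rats 343 and 348, so low depth alone is not excluded as the cause of their likeness. As a precaution, rats 343 and 348 were counted as 1 sample in every mean and standard deviation. The model across genes, set before the data were examined, kept them as separate libraries, and it was also run with both libraries summed and with both left out.

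Counts were normalized by the TMM method of edgeR. After the expression filter of edgeR (filterByExpr), 14627 genes were tested in a quasi-likelihood model of all 21 rats, with the paper's thresholds for differentially expressed genes, an absolute fold-change of at least 1.3 and a Benjamini-Hochberg adjusted p-value under 0.05. The biological coefficient of variation common to all genes was 0.158. The files list genes by Ensembl identifier only, and nothing used here pairs these identifiers with gene symbols.

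**Figure D1:**
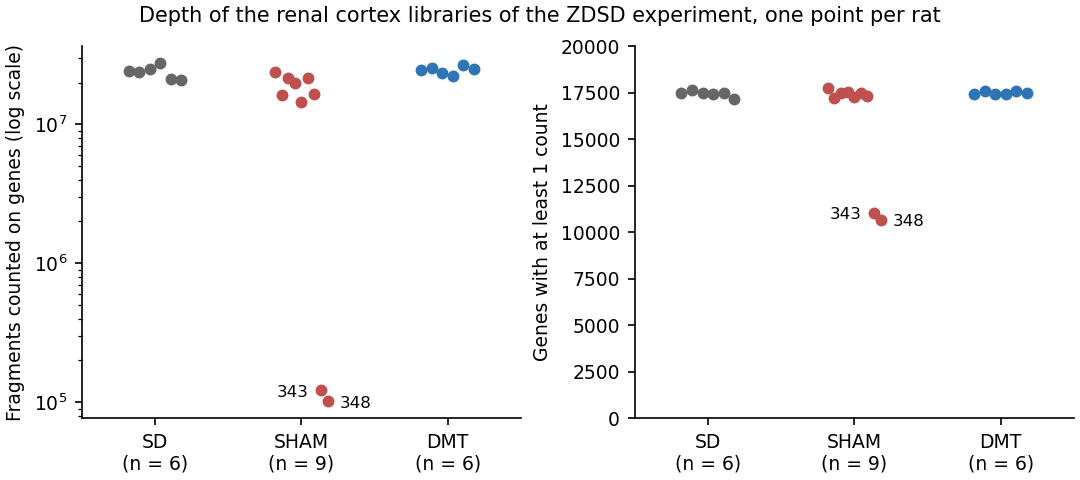
Total counts on genes per rat (left, log scale) and number of genes with at least 1 count per rat (right) in renal cortex of SD, SHAM and DMT rats of the ZDSD experiment, one point per rat. SHAM rats 343 and 348 had 121511 and 101534 counts, and the other 19 rats had 14502127 to 27597901.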

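In the ZDSD experiment, principal component analysis of rlog counts (centred, not scaled) of the 14627 genes placed 38.7% of the variance on the first component and 20.8% on the second (jackknife standard errors over the 21 rats 5.35 and 4.99 percentage points). On the first component, SD rats lay between -21.7 and -12.0, SHAM rats between -6.18 and 24.0, and DMT-treated rats between 2.64 and 17.1. All SD rats were thus below all ZDSD rats, while SHAM and DMT-treated rats overlapped. On the second component, DMT-treated rats lay between 9.11 and 14.1, above all SHAM rats (-17.8 to 0.148) and all SD rats (-6.30 to 2.95). The positions of the SHAM rats on the second component were -12.6 in rat 311, -9.99 in rat 315, -9.05 in rat 317, -5.11 in rat 321, -17.8 in rat 333, -3.68 in rat 334, 0.148 in rat 340, -2.71 in rat 343 and -2.80 in rat 348.

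Groups were separated over all genes by more than the spread between rats. The pseudo-F ratio was 6.20 for DMT vs SHAM (p=0.0001998, exact permutation test over 5005 splits), 8.06 for SHAM vs SD (p=0.0001998, exact permutation test over 5005 splits) and 14.1 for DMT vs SD (p=0.0021645, exact permutation test over 462 splits). Each p-value is the smallest that these numbers of rats allow. With rats 343 and 348 summed as 1 sample, the pseudo-F ratio for DMT vs SHAM was 6.36 (exact permutation p=0.000333). The alternative that moved this comparison most was log2(CPM + 1) in place of rlog counts, under which DMT vs SHAM no longer passed the threshold (pseudo-F 1.70, exact permutation p=0.0725). On that scale, SHAM rats 343 and 348 lay at -79.1 and -145 on the first component and all other rats at 8.25 to 16.0. It was not run without these shallow libraries, so the fall cannot be told apart from an effect of their depth. From the positions of the groups in Figure 4A,B, the paper states that the groups are shifted from each other, particularly following DMT.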

DMT altered n=2,948 transcripts in the ZDF model and n=1,937 transcripts in the ZDSD model. 

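In the ZDSD model, DMT altered 1691 of the 14627 genes tested relative to the 9 SHAM rats, of which 602 were higher and 1089 were lower in DMT-treated rats. The median absolute log2 fold-change of these genes was 0.70, and 457 of them changed at least 2-fold (151 higher and 306 lower). With DESeq2, the tool the paper names, in place of edgeR, 1433 genes were called, 1338 of them shared with the 1691. With rats 343 and 348 summed as 1 library the number was 1672, and without both rats it was 1684. Across the 36 ways of taking 7 of the 9 SHAM rats, the number ranged from 1208 to 2162 (median 1554.5). The filter on low counts moved the number most, since only 2273 genes had at least 10 counts in every rat, of which 244 were called. The excess of lower genes depended on the filter and the threshold. Of these 244 genes, 126 were higher and 118 lower, and with no fold-change threshold 1252 were higher and 1493 lower.

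**Figure D2:**
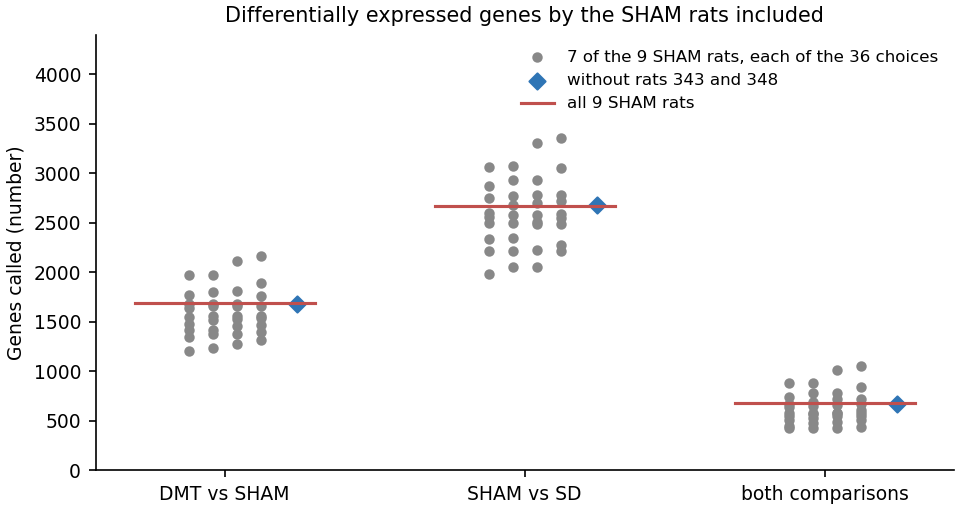
Number of genes called in DMT vs SHAM, in SHAM vs SD and in both comparisons, by the SHAM rats included. Grey points are the 36 choices of 7 of the 9 SHAM rats, with no meaning in their horizontal spread, red lines are all 9 SHAM rats (1691, 2673 and 680 genes) and diamonds are the choice without rats 343 and 348 (1684, 2681 and 664 genes).

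The genes with the largest increases and decreases among those called, without overlap between rats and with a mean of at least 1 CPM in either group, are given by identifier and rn5 position, with means ± standard deviation of the rats of each group. ENSRNOG00000006280 lies on the reverse strand of chromosome 5 from 129878797 to 129900625. Its TMM-normalized expression was 60.1 ± 17.4 CPM in DMT-treated rats (n=6), 0.773 ± 1.53 CPM in SHAM rats (n=8, rats 343 and 348 as 1 sample) and 0.250 ± 0.117 CPM in SD rats (n=6). The log2 fold-change for DMT vs SHAM was 7.94 (standard error 0.28, derived from the F statistic, adjusted p=9.69e-15, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The SHAM rats had at most 10 counts of this gene, and the SHAM mean includes 1 count in rat 348, which alone is worth 9.07 CPM at its depth. ENSRNOG00000034228, on chromosome 4 from 237973381 to 238354786, had 17.6 ± 4.24 CPM in DMT-treated rats (n=6), compared with 0.137 ± 0.115 CPM in SHAM rats (n=8) and 0.0896 ± 0.0419 CPM in SD rats (n=6). Its log2 fold-change was 6.80 (standard error 0.25, adjusted p=1.08e-14, same test), and at most 7 counts were found in any SHAM rat.

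Among the genes that decreased, ENSRNOG00000047351, on chromosome 14 from 46834318 to 46834374, fell from 16.8 ± 13.3 CPM in SHAM rats (n=8) to 2.16 ± 1.40 CPM in DMT-treated rats (n=6), and had 3.76 ± 2.84 CPM in SD rats (n=6). Its log2 fold-change was -2.99 (standard error 0.54, adjusted p=0.00038, same test). This gene is 57 bp long and lies within another annotated gene on the same strand, so its counts are uncertain, and SHAM rat 333 alone had 47.4 CPM. ENSRNOG00000015438, on chromosome 19 from 26248405 to 26290279, had 50.5 ± 9.96 CPM in SHAM rats (n=8), 7.10 ± 3.16 CPM in DMT-treated rats (n=6) and 36.7 ± 19.3 CPM in SD rats (n=6, with 74.6 CPM in rat 356). Its log2 fold-change was -2.84 (standard error 0.28, adjusted p=1.47e-07, same test). Its CPM in the individual SHAM rats was 44.4 in rat 311, 68.1 in rat 315, 48.7 in rat 317, 53.7 in rat 321, 32.8 in rat 333, 53.0 in rat 334, 54.2 in rat 340, 53.6 in rat 343 and 45.3 in rat 348.

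**Figure D3:**
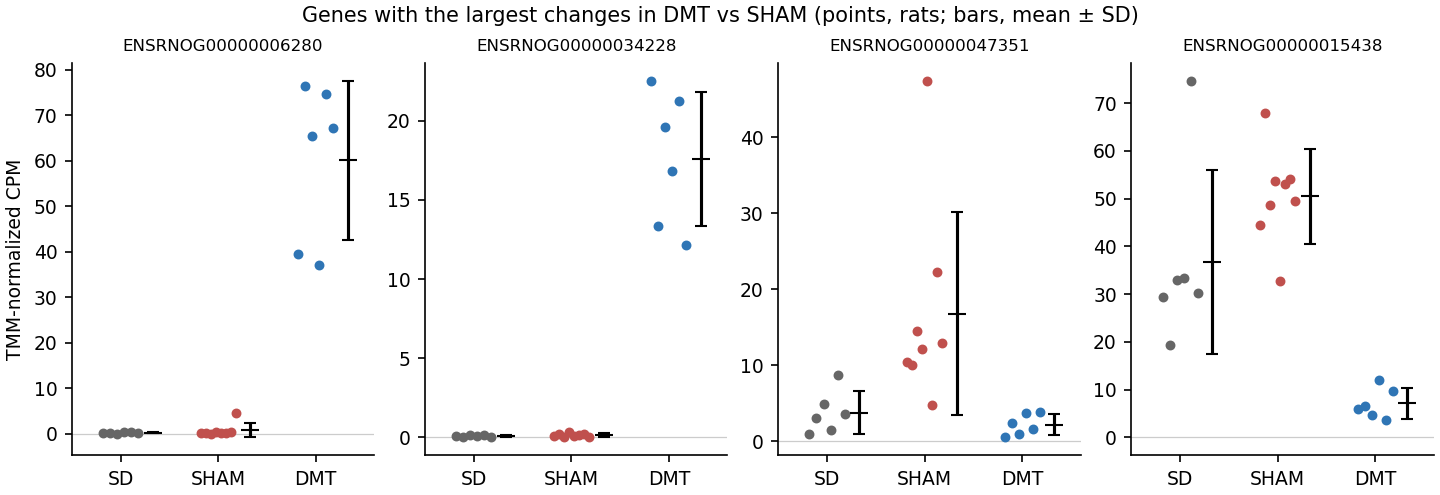
TMM-normalized CPM of the 4 genes in SD, SHAM and DMT rats. Points are rats, with SHAM rats 343 and 348 as 1 point at their mean, and bars are the mean and standard deviation of each group. The means of ENSRNOG00000006280 are 0.250, 0.773 and 60.1 CPM from left to right, and those of ENSRNOG00000015438 are 36.7, 50.5 and 7.10 CPM.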

Of transcripts altered between SHAM and healthy control rats (n=379 in ZDF model and n=3,089 in ZDSD model), n=206 (54.4%) were corrected by DMT in the ZDF model and n=804 (26.0%) were corrected by DMT in the ZDSD model (Figure 4C). 

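In the ZDSD model, 2673 genes were altered between the 9 SHAM rats and the 6 SD rats, of which 1506 were higher and 1167 were lower in SHAM rats. Which direction held more genes depended on the threshold and the filter, with 2341 higher and 2441 lower with no fold-change threshold, and 203 higher and 211 lower among genes with at least 10 counts in every rat. The median absolute log2 fold-change of the 2673 genes was 0.67. Of the 2673 genes, 680 (25.4%) were also altered by DMT, compared with 309 if the calls of both comparisons were independent of each other. The calls are not independent, since both comparisons use the same SHAM rats. For this reason the excess over 309 does not by itself link both changes. Other splits of the SD and DMT-treated rats gave 441 to 574 shared genes. These splits leave the SHAM rats as they are, so genes in which SHAM rats differ from both other groups stay shared. The splits therefore cannot decide whether both changes are linked. Of these 680 genes, 567 (83.4%) changed in the opposite direction following DMT, so that 406 were higher in SHAM rats and lowered by DMT and 161 were lower in SHAM rats and raised by DMT. The other 113 genes moved further from SD rats following DMT. Among the 567 genes, 447 (78.8%) were not called between DMT-treated and SD rats by the same thresholds, 58 remained short of the SD level and 62 passed it. That a gene was not called does not show equal expression. The 567 genes were also chosen by SHAM values away from both other groups, which favours similar values in DMT-treated and SD rats. A further 1993 genes altered in SHAM rats were not called in DMT vs SHAM. SD and ZDSD rats are different strains, so the genes altered in SHAM vs SD may include differences between the strains as well as those of disease. Between DMT-treated and SD rats, 2682 genes were altered, and 1394 genes were altered in the same direction relative to SD rats in both SHAM and DMT-treated rats.

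The same SHAM rats enter both comparisons, so the directions of change in the 2 comparisons are not independent of each other. When the SHAM rats were divided at random into separate sets for the 2 comparisons (20 splits), the median number of shared genes was 400, of which a median of 77.2% changed in opposite directions (51.7% to 90.6%). When 1 of these sets was used for both comparisons, the median was 89.7%. The paper states the number and share of transcripts altered in SHAM rats that were corrected by DMT (Figure 4C).

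**Figure D4:**
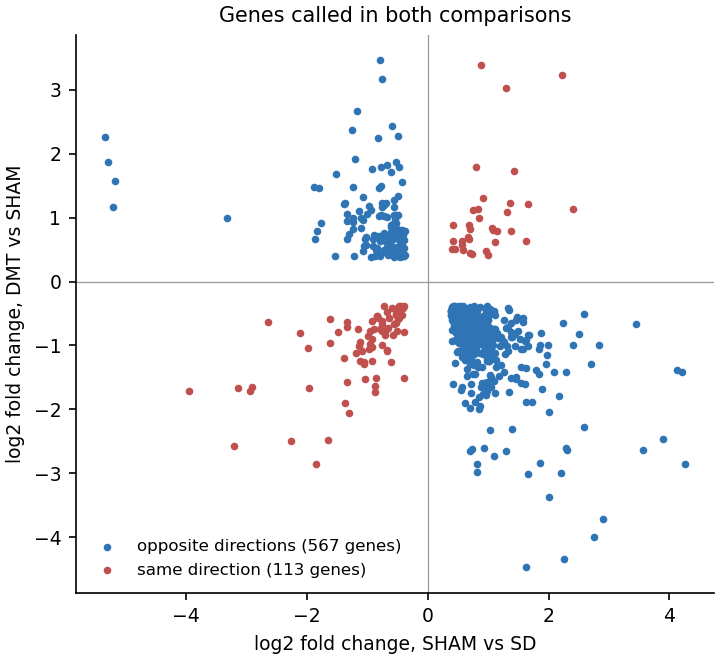
Log2 fold-change in SHAM vs SD (horizontal) and in DMT vs SHAM (vertical) of the 680 genes called in both comparisons in the ZDSD model, one point per gene. The 567 genes in the upper left and lower right changed in opposite directions, and the 113 genes in the other quadrants changed in the same direction.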

In total, n=1,000 transcripts were commonly changed by DMT relative to SHAM in both models and shared directionality of regulation. Volcano plots emphasise that, in both models, there was induction of PPARα-responsive FAO transcripts (e.g., the peroxisomal enzyme *Ehhadh* and the mitochondrial enzyme *Pdk4*, which is a sensitive transcriptional marker of FAO [99]) following DMT (Supplementary Figure S3).

DMT downregulated fibrosis pathways (extracellular matrix organisation) while restoring biological oxidation capacity in both models (Figure 4D). Transcriptomic fibrosis pathways were upregulated in SHAM rats relative to healthy controls in the ZDF but not the ZDSD model, pointing to a more severe phenotype of renal injury in the ZDF model.

Enrichment of fatty acid metabolism pathways was a dominant transcriptomic response to DMT in both models (Figure 4D). In the ZDSD model, this contrasted with decreased fatty acid metabolism, and in particular peroxisomal lipid metabolism, observed in SHAM-operated rats. Peroxisomal and mitochondrial pathways upregulated by DMT are visualised in a network to illustrate the abundance of peroxisome proliferator-activated receptor-alpha (PPARα)-responsive transcripts (for example, *Acox1*, *Ehhadh*, *Acaa2*) causing FAO pathway enrichment (Figure 4E). Furthermore, the network visualisation of FAO pathways emphasises that many of the transcripts contributing to pathway over-representation were commonly changed in both models, and thus indicative of a common transcriptional response to DMT. Assessment of enriched biological process and cellular component gene ontology terms reinforced the downregulation of renal inflammation and fibrosis following DMT in both models, as well as the shared transcriptional response between both models resulting in induction of peroxisomal and mitochondrial fatty acid and long-chain fatty acid (LCFA) metabolism (Supplementary Figure S4A-D).

Activation of PPARα was predicted to increase FAO following DMT in both models by upstream regulator analysis (Figure 4F). We validated renal expression of peroxisomal (*Acox1*, *Ehhadh*) and mitochondrial (*Acaa2*, *Pdk4*) PPARα-responsive transcripts in both models by qRT-PCR (Figure 4G). PPARα-response genes were induced by DMT in the liver, the mammalian organ with the highest peroxisomal abundance [100], but not in visceral adipose tissue in the ZDSD model (Supplementary Figure S5). In particular, the upregulation of *Pdk4* following DMT in the renal cortex and liver points to increased FAO at these sites in response to the intervention [99].

### Peroxisomal and mitochondrial FAO transcripts induced by DMT predominantly map to the proximal tubule and are regulated by fenofibrate and PPARα

We assessed cell type-specific expression patterns of DMT vs SHAM DEGs commonly changed in both models in a human diabetic kidney snRNA-seq dataset and in a rat tubular epithelial cell proteomics dataset [72, 74]. Many of these transcripts mapped to the proximal tubule of the human diabetic kidney (Supplementary Figure S6), and in particular to the S2 and S3 segments of the rat kidney (Figure 5A). Included amongst these proximal tubular abundant transcripts changed by DMT were PPARα-responsive genes with roles in peroxisomal (*Acox1*, *Ehhadh*) and mitochondrial (*Acaa2*) FAO (Figure 5B,C). The proximal tubular enrichment of ACOX1 as well as its induction following DMT was validated by immunohistochemistry in the ZDSD model (Figure 5D).

Using a network pharmacology approach, we assessed the magnitude and tubular epithelial cell localisation of medication- and PPAR isotype-specific transcriptomic responses in rats treated with DMT. Fenofibrate-responsive genes constituted the majority of medication-responsive genes present in the common DMT vs SHAM DEG list, equating to n=125 genes or 14.2% of all genes known to be changed by fenofibrate (Figure 6A). Overall, 165 of the common DMT vs SHAM DEGs were found to be responsive to one or more of the five medications in the FLMRR combination, with 125 (75.8%) of these being fenofibrate-responsive, including *Acox1*, *Ehhadh*, *Acaa2*, and *Pdk4* (Figure 6B). Of the medication-responsive transcripts present in both the common DMT vs SHAM DEG list and a rat tubular epithelial cell proteomics dataset [72], 75% of the fenofibrate-responsive transcripts were found to be proximal tubular-abundant, compared with 52% of transcripts responsive to FLMRR medications other than fenofibrate (Figure 6C).

Similarly, compared with other PPAR isotypes, there was a greater number of PPARα-responsive genes present in the common DMT vs SHAM DEG list, both in absolute numbers (n=96 transcripts) and as a proportion of all genes known to be changed by PPARα (14.8%; Figure 6D). Overall, 147 genes in the common DMT vs SHAM DEG list were found to be responsive to one or more PPAR isotypes, with 96 (65.3%) of these being PPARα-responsive, including *Acox1*, *Ehhadh*, *Acaa2*, and *Pdk4* (Figure 6E). Of the PPAR isotype-responsive transcripts present in both the common DMT vs SHAM DEG list and a rat tubular epithelial cell proteomics dataset [72], 75% of the PPARα-responsive transcripts were found to be proximal tubular-abundant, compared with only 34.6% of transcripts responsive to either PPARδ or PPARγ, but not PPARα(Figure 6F).

Amongst medication-responsive DMT vs SHAM DEGs present in a publicly available rat tubular epithelial cell proteomics dataset (n=93) [72], gene clusters were defined on the basis of proximal tubular abundance and fenofibrate-responsiveness. Functional enrichment analyses of these gene clusters using the Reactome database (Figure 7A) and gene ontology cellular component terms (Figure 7B) confirmed that proximal tubular abundant and fenofibrate-responsive transcripts were primarily responsible for induction of peroxisomal and mitochondrial FAO observed following DMT. Thus, fenofibrate was found to be the dominant medication effector of gene expression changes following DMT, and via its molecular target PPARα, contributed to induction of peroxisomal and mitochondrial FAO in the proximal tubule. A network visualisation of proximal tubular abundant and fenofibrate-responsive genes changed by DMT (n=54) illustrates individual transcripts mapping to peroxisomal and mitochondrial pathways and cellular component terms, as well as their strong induction following DMT (Figure 7C).

### DMT increases urinary PPARα-responsive nicotinamide metabolites and reverses DKD-associated changes in TCA cycle and clearance metabolite excretion

Urinary metabolomic profiles of SHAM rats at baseline and follow-up clustered alongside baseline samples from DMT rats, and were collectively designated as untreated ZDSD rats (Figure 8A). Untreated ZDSD rats separated into two subphenotypes, mild and severe, based on urinary metabolomic changes relating to disease severity. The major sources of variation along principal components 1 and 2 pertained to a healthy SD control phenotype, an untreated severe ZDSD rat phenotype, and a post-DMT phenotype.

Loading vectors in the principal component analysis biplot indicate that increased levels of protein-bound solutes which are normally cleared by the kidney with high efficiency by tubular secretion (‘clearance metabolites’: 3-indoxyl sulfate, hippurate, and methylsuccinate) characterised the healthy SD phenotype (Figure 8A) [101]. Increased urinary excretion of glucose and TCA cycle intermediates (cis-aconitate, fumarate, and 2-oxoglutarate) characterised the untreated severe ZDSD rat phenotype. Given that these rats clustered away from other untreated ZDSD rats on the basis of increased urinary excretion of glucose and TCA cycle intermediates, they were designated as having a more severe phenotype, while those with lower urinary abundance of these metabolites were designated as having a mild phenotype. The post-DMT urinary metabolome was characterised by increased abundance of PPARα-responsive metabolites involved in nicotinamide metabolism (1-methylnicotinamide, nicotinamide N-oxide, and nicotinurate). Notably, changes in the urinary excretion of metabolites reflective of host-gut bacterial co-metabolism, which are well described following RYGB and associated with beneficial metabolic and renal effects of the procedure [102–104], were not pronounced following DMT.

A series of RF models effectively classified rats according to experimental group based on urinary metabolomic profiles. Metabolites reflective of renal clearance, TCA cycle intermediates, and PPARα-responsive nicotinamide metabolites were generally important to model performance (Figure 8B-E). Compared with SD rats, the ZDSD untreated mild and severe phenotypes were characterised by reduced urinary excretion of metabolites reflective of renal clearance and increased urinary excretion of TCA cycle intermediates, with these changes being more pronounced in the untreated severe phenotype (Figure 8B,C,F). Increased urinary excretion of PPARα-responsive nicotinamide metabolites occurred following DMT, alongside reversal of DKD-associated reductions in urinary clearance metabolites and increases in urinary TCA cycle intermediates which occurred in the ZDSD untreated mild and severe groups (Figure 8D-F). NMR characteristics of clearance metabolites, TCA cycle intermediates, and nicotinamide metabolites are provided in Supplementary Table S2.

### Renal FAO transcripts and urinary metabolites correlate with improvements in indices of glomerular and proximal tubular injury

Induction of peroxisomal and mitochondrial FAO transcripts in the renal cortex was inversely correlated with indices of glomerular and proximal tubular injury in the ZDSD model, with the strength of correlations being generally stronger for indices of proximal tubular than for glomerular injury (Figure 9A-C). Urinary PPARα biomarker metabolites were not significantly correlated with histological or ultrastructural indices of glomerular injury (Figure 9A,B), but were moderately correlated with proximal tubular mitochondrial roundness, particularly in the pars convoluta (Figure 9C). Renal cortical FAO transcripts, urinary PPARα biomarker metabolites, and mitochondrial roundness in the pars convoluta of the proximal tubule were strongly correlated with each other, clustering together on the relational network map of multi-dimensional correlations in Supplementary Figure S7.

Urinary excretion of metabolites reflective of renal clearance and TCA cycle intermediates was strongly correlated with glomerular but not proximal tubular injury (Figure 9A-C). TCA cycle intermediates clustered more closely to glomerular than proximal tubular injury parameters in the relational network map of multi-dimensional correlations (Supplementary Figure S7).

## Discussion

Dietary restriction plus medical therapy (DMT) elicited a strong renoprotective effect in both the ZDF and ZDSD rat models of DKD (Figure 10). Transcriptomic and metabolomic analyses result in two firm conclusions; 1) PPARα-driven increases in the expression of genes involved in FAO dominate the transcriptomic response and 2) said changes can be localised to the proximal tubule. Renal FAO transcripts and related urinary PPARα-responsive nicotinamide and TCA cycle metabolites were moderately-to-strongly correlated with observed improvements in glomerular and proximal tubular injury, implicating increased renal cortical PPARα activity and bioenergetic changes following DMT with the kidney structural improvements observed. A distinct strength of the presented findings is that renal responses to DMT were characterised in two independent experiments conducted in two different rat models of DKD. The shared renal cortical transcriptional response to the DMT intervention across models increases confidence in the reproducibility of the findings as well as the biological importance of proximal tubular peroxisomal and mitochondrial FAO as a mediator of reduced renal injury following DMT. Kidney and liver are the the two organs with the highest abundance of peroxisomes [100], and the the marked induction of genes relating to peroxisomal FAO in renal and hepatic tissue following DMT suggests that peroxisomal activation may be an important element of the therapeutic response [105].

In the ZDSD model, urinary abundance of TCA cycle intermediates increased in SHAM rats and decreased following DMT. Increased urinary excretion of TCA cycle intermediates has previously been reported in preclinical models of DKD [106, 107]. Renal cortical FAO transcripts were inversely correlated with the TCA cycle intermediates 2-oxoglutarate, fumarate, and cis-aconitate, suggesting that their reduction may reflect increased consumption in the TCA cycle as a consequence of enhanced renal cortical FAO [106]. Furthermore, the strong correlations between TCA cycle intermediates and indices of glomerular injury provides a functional link between FAO induction, TCA cycle activity, and improvements in glomerular structure following DMT.

DKD-associated reductions in the urinary excretion of 3-indoxyl sulfate, hippurate, and methylsuccinate were reversed by DMT. In a study employing untargeted mass spectrometry of urine and plasma in healthy controls and patients on dialysis, these 3 metabolites were part of a panel of 13 endogenous solutes which were identified as being highly efficiently cleared by the kidney through a combination of high plasma protein binding and tubular secretion [101]. Reduced clearance of hippurate was independently associated with increased risk of death in patients with CKD [108]. Thus, DKD-associated reductions in urinary excretion of these metabolites may reflect impaired proximal tubular functioning, specifically secretion by organic acid transporters, which was restored by the DMT intervention [101, 108].

Importantly, 3-indoxyl sulfate, hippurate, and methylsuccinate were strongly correlated with indices of glomerular injury in the ZDSD study. Indoxyl sulfate induces mesangial cell proliferation and podocyte injury, thereby contributing to glomerular injury [109–113]. Hippurate is a normal part of the endogenous urinary metabolite profile [114] and reduced urinary excretion of hippurate has been noted in the setting of kidney disease in humans [114–116] and in the obese Zucker rat model [117]. Hippurate has been proposed as a biomarker of mitochondrial function [114]. The strong correlations observed between both hippurate and TCA cycle intermediates with glomerular structural parameters may reflect impaired mitochondrial functioning that is corrected by DMT.

Reduced urinary excretion of methylsuccinate has also previously been reported in preclinical models of renal injury, specifically following administration of aristolochic acid and D-serine [118, 119]. Reduced urinary excretion of methylsuccinate following administration of D-serine provides a link to proximal tubular peroxisomal function as D-serine is metabolised by peroxisomes in proximal tubular cells and causes selective necrosis of the proximal straight tubule [119], the site of greatest peroxisomal abundance in the rat proximal tubule [52, 120]. Furthermore, methylsuccinate is a dicarboxylic acid, and peroxisomes are important for metabolism of dicarboxylic acids [105]. In patients with Zellweger syndrome, an inherited disorder of peroxisomal biogenesis, and a complete lack of hepatic peroxisomes, urinary excretion of dicarboxylic acids including adipic acid, suberic acid and sebacic acid was increased [121]. The association between dicarboxylic acids and the proximal tubule is further supported by the presence of sodium-dependent dicarboxylic transport systems in this region [122]. To the best of my knowledge, no reports have yet associated urinary methylsuccinate with quantitative measures of renal injury, although the strong correlations between urinary methylsuccinate and indices of glomerular injury shed further light on the potential role of impaired peroxisomal functioning in DKD progression [123].

DMT also increased urinary excretion of several PPARα-regulated nicotinamide metabolites, including 1-methylnicotinamide, nicotinamide N-oxide, and nicotinurate [124, 125]. Urinary 1-methylnicotinamide levels increase following treatment with a PPARα agonist and positively correlate with hepatic peroxisomal number [126]. Interestingly, PPARα-regulated FAO transcripts and nicotinamide metabolites were more strongly correlated with improvements in proximal tubular than glomerular injury, underscoring the importance of PPARα-regulated FAO in this region of the kidney [17, 127–129]. Using a network pharmacology approach, treatment with the PPARα agonist fenofibrate was found to be a dominant effector of PPARα-stimulated FAO in the proximal tubule following DMT [35]. The extent to which liberation of VLCFAs from adipose tissue during weight loss synergises with pharmacological PPARα agonism in the activation of renal FAO merits further investigation [130].

Among the limitations of the present study, it is noteworthy that DKD was only modelled in male rats, limiting the external validity of the findings. Sexual dimorphism with respect to extent of renal injury is recognised in preclinical models of DKD, with males typically having a more severe phenotype [131]. The extent to which our findings are replicated in female animals should be interrogated in future studies. Transcriptomic analyses were performed on whole renal cortex rather than individual cells. While *in silico* deconvolution allowed us to assign FAO genes to the proximal tubule [72, 74], dedicated single-cell transcriptomic analyses would have permitted more sensitive evaluation of cell-specific responses to DMT. Future preclinical studies evaluating the kidney single-cell or spatially resolved transcriptomic landscape are warranted to further interrogate changes in proximal tubular FAO transcript expression following weight loss plus pharmacological PPARα agonism.

Rats in the DMT group received a sham surgery, underwent dietary restriction to ~20% weight loss, and received multi-modal pharmacotherapy with five medications. The DMT interventions were conducted alongside studies of RYGB which we have previously reported on [14, 15]. In our previous preclinical studies focusing on RYGB, laparotomised rats served as a sham group and positive controls for disease progression [12–15]. To allow for potential cross-reference between RYGB and DMT results, sham surgeries were performed in the DMT groups of the ZDF and ZDSD studies. Sham surgery alone had no important effect on progression of DKD as can be inferred from combined assessment of histological, ultrastructural and molecular indices of renal injury in sham-operated rats. Together, these show clear evidence of renal disease relative to healthy controls, validating the designation of rats in this group as positive disease controls. Thus, we consider only the dietary restriction and the multi-modal pharmacotherapy components as being active in effecting the reductions in renal injury observed in rats treated with DMT.

We previously demonstrated histological evidence of partial renoprotection in ZDF rats following sham surgery and dietary restriction-induced weight loss equivalent to that achieved after RYGB, including ~33% improvement in proteinuria relative to sham-operated ZDF rats [12]. However, this was markedly inferior to reductions in proteinuria after RYGB in ZDF rats, which equated to an ~80% improvement relative to sham-operated controls [12]. Thus, while dietary restriction likely contributed to reductions in renal injury in rats treated with DMT in the present studies, it is unlikely to have been the dominant effector of these changes. It can reasonably be inferred from the transcriptomic and metabolomic profiles, and their correlations with structural and functional improvements in the kidney, that the fibrate component of DMT was the dominant factor contributing to treatment efficacy.

All five medications (fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin) were provided concurrently to rats in the DMT group in an effort to maximally stimulate FAO with medications routinely used in type 2 diabetes management. As this study design makes it more difficult to discern individual medication contributions, multi-modal pharmacological treatment may be a perceived limitation of this study. However, we propose that this design is more translationally relevant to the clinical setting [34]. We employed a network pharmacology approach in which DMT vs SHAM DEGs common to both ZDF and ZDSD models were deconvoluted using curated information on medication- and PPAR isotype-responsiveness of genes obtained using IPA [71]. Fenofibrate was identified as the dominant medication effector of gene expression changes following DMT, which in turn contributed to FAO induction in the proximal tubule. A preclinical systematic review and meta-analysis assessing the impact of pharmacological PPARα activation in experimental renal injury is ongoing [132], and may help to inform the design of future preclinical and clinical studies of fibrate therapy in DKD.

On reflection, the pairing of dietary restriction with timing of medication administration may have optimised certain drug responses in rats treated with DMT, in particular the response to fenofibrate. By scheduling drug dosing to occur coincident with daily ration provision, it is possible that we paired a fasting-related circadian peak in renal PPARα expression and activity with PPARα-directed pharmacotherapy [133]. The primary aim of this study was to determine if we could non-invasively mimic the effects of bariatric surgery with a combined dietary and pharmacotherapy intervention. We cannot definitively isolate out how the components of the DMT intervention synergised to elicit renoprotection. The extent to which dietary restriction synergises with specific drug classes, particularly fibrate-based treatment, should be explored in future studies.

In summary, the impact of RYGB plus FAO-directed medications on induction of peroxisomal and mitochondrial FAO as well as reductions in renal injury was replicated in a non-invasive fashion in two Zucker rat models of DKD by combining RYGB-equivalent weight loss (~20%) through dietary restriction with fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin. Fenofibrate was found to be the dominant medication effector of PPARα-regulated FAO induction in the proximal tubule, and its gene targets and related urinary metabolites were moderately-to-strongly correlated with improvements in glomerular and proximal tubular structural parameters. Thus, the combination of weight loss plus pharmacological PPARα agonism merits further investigation as a means of attenuating DKD progression.

## Supplementary Material

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary material

## Figures and Tables

**Figure 1:**
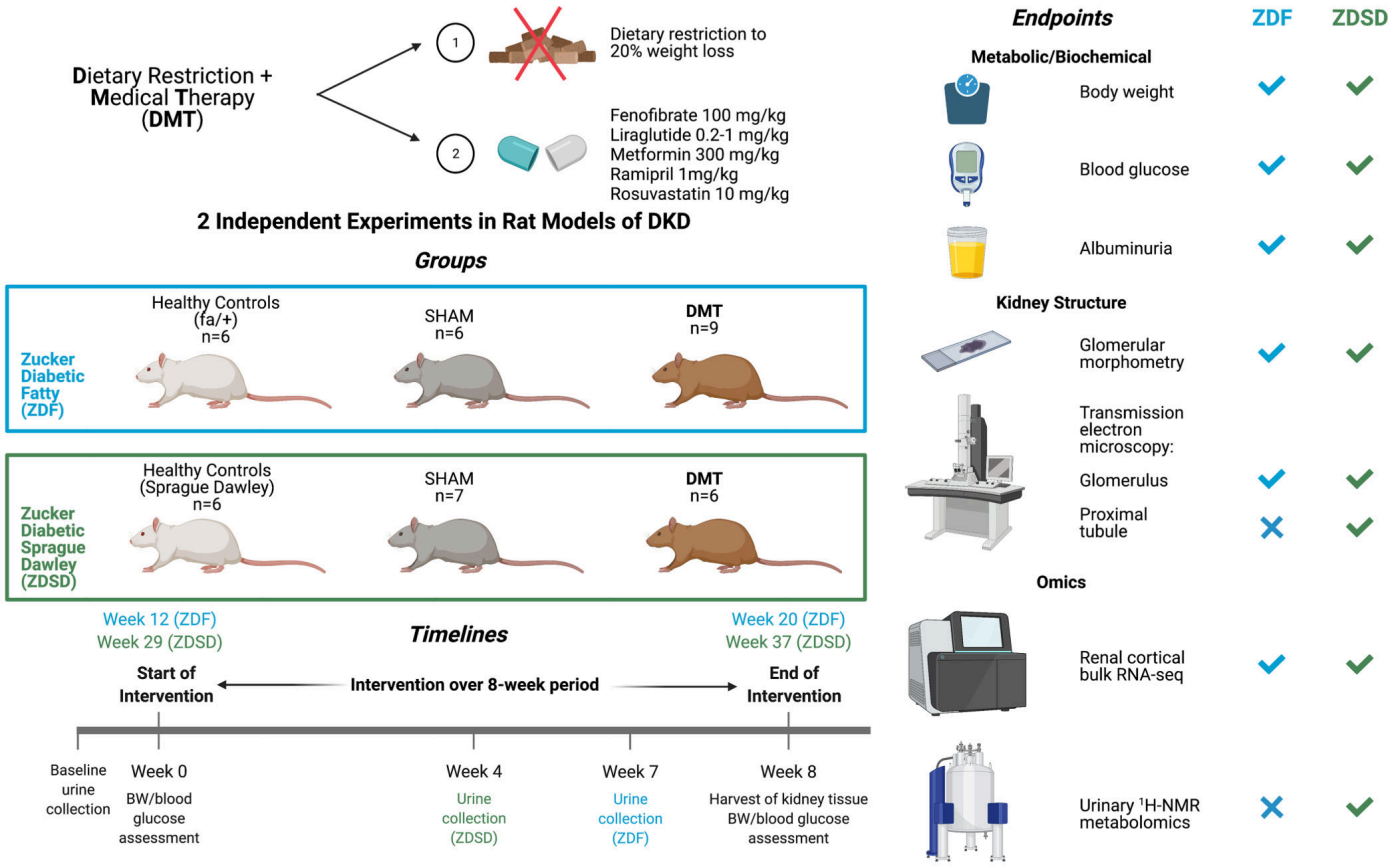
Multi-level characterisation of the impact of DMT on the evolution of DKD across two experimental models. Created with BioRender.com. ^1^H-NMR, proton nuclear magnetic resonance; BW, body weight; DKD, diabetic kidney disease; DMT, dietary restriction plus medical therapy; RNA-seq, ribonucleic acid sequencing; ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 2:**
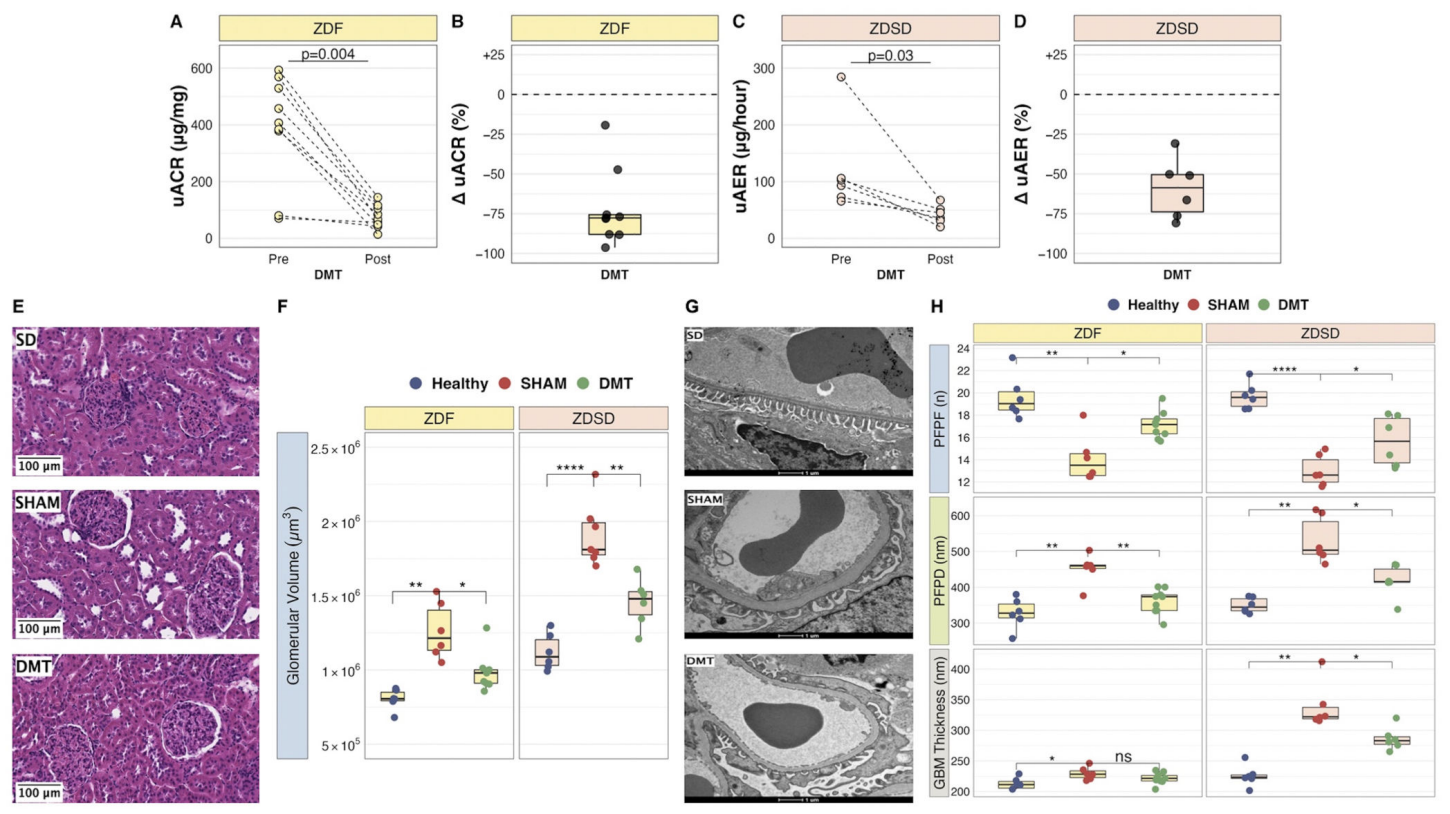
DMT attenuates glomerular injury in ZDF and ZDSD rats. A-B: Absolute uACR values before and after intervention (A) and percentage delta change in uACR values (B) in DMT-treated ZDF rats (n=9). C-D: Absolute uAER values before and after intervention (C) and percentage delta change in uAER values (D) in DMT-treated ZDSD rats (n=6). Statistical significance of differences in urinary albumin values before and after intervention was derived using Wilcoxon signed-ranked tests. E: Representative images (20x, scale bar 100 μm) of H&E-stained kidney sections from the three groups in the ZDSD experiment. F: Glomerular volume (μm^3^) values are plotted as boxplots with mean values per animal superimposed (ZDF: n=6 fa/+, n=6 SHAM, n=9 DMT; ZDSD: n=6 SD, n=7 SHAM, n=6 DMT). G: Representative images (9900x, scale bar 1μm) of TEM images of glomerular capillary loops from the three groups in the ZDSD experiment. H: PFPF (per 8 μm of GBM length), PFPD (nm), and GBM thickness (nm) were quantified using TEM images (ZDF: n=6 fa/+, n=6 SHAM, n=9 DMT; ZDSD: n=6 SD, n=6 SHAM, n=6 DMT). Six determinations of PFPF were made per animal, while 24 determinations of PFPD and GBM thickness were made per animal. Data are plotted as boxplots with mean values per animal superimposed. Statistical significance of between-group differences in glomerular structural parameters derived from multiplicity-corrected unpaired t-tests is denoted as follows: ns=not significant; *=p<0.05; **=p<0.01; ***=p<0.001; ****=p<0.0001. DMT, dietary restriction plus medical therapy; GBM, glomerular basement membrane; PFPD, podocyte foot process diameter; PFPF, podocyte foot process frequency; SD, Sprague Dawley; ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 3:**
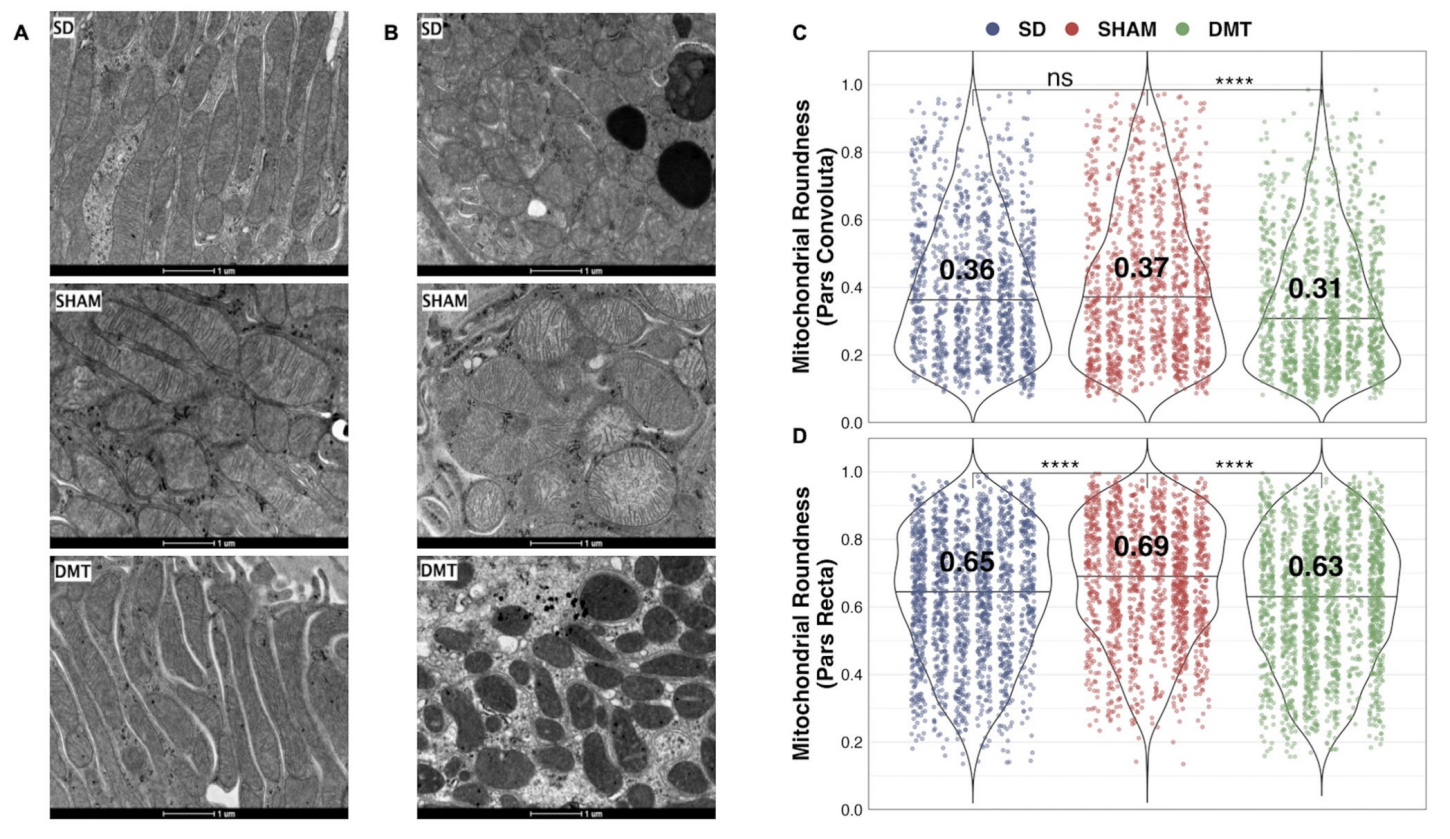
DMT improves proximal tubular mitochondrial morphology in ZDSD rats. A-B: Representative images (16500x, scale bar 1 μm) of TEM images of mitochondria in the pars convoluta (A) and pars recta (B) regions of the proximal tubule in the ZDSD study. C-D: Mitochondrial roundness in the pars convoluta (C) and pars recta (D) was quantified using TEM images (n=6 SD, n=6 SHAM, n=6 DMT). Mitochondria were quantified in 15 non-overlapping images captured from 3 distinct pars convoluta and pars recta regions (5 images/region) for each animal. Within each group, each animal is identified as its own column of dots. Median group values are printed on each violin. Statistical significance of between-group differences derived from multiplicity-corrected Wilcoxon rank-sum tests is denoted as follows: ns=not significant; *=p<0.05; **=p<0.01; ***=p<0.001; ****=p<0.0001. DMT, dietary restriction plus medical therapy; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 4:**
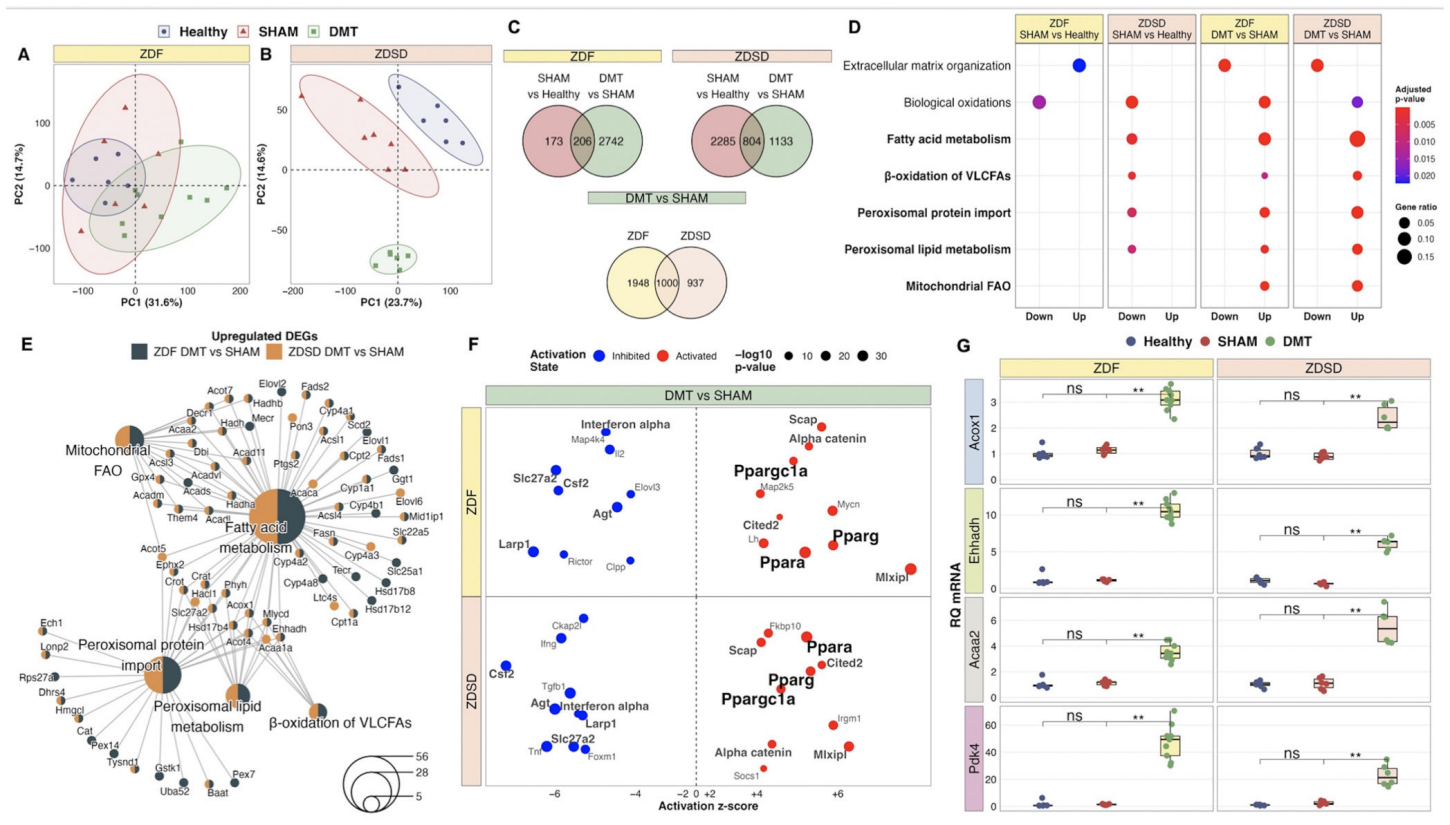
DMT induces a transcriptomic signature promoting FAO and opposing fibrosis in the renal cortex of ZDF and ZDSD rats. A-B: Principal component analysis of rlog gene expression counts in the ZDF (A) and ZDSD (B) experiments (ZDF: n=6 fa/+, n=6 SHAM, n=9 DMT; ZDSD: n=6 SD, n=7 SHAM, n=6 DMT). C: Venn diagram enumeration of the number of DEGs in the ZDF and ZDSD experiments, as well as the number of DEGs which were commonly changed in the DMT vs SHAM differential expression analysis in both studies. Transcripts with an absolute fold-change value ≥1.3 and adjusted p-value <0.05 were considered as differentially expressed. D: Dotplot of Reactome pathway over-representation analysis illustrating pathways commonly changed in the ZDF and ZDSD experiments, for both the SHAM vs Healthy and DMT vs SHAM comparisons [69, 70]. Pathways pertaining to fatty acid metabolism are bolded. E: Network plot of 5 fatty acid metabolism pathways changed by DMT in both animal models (bolded in panel D). Smaller gene nodes, changed by DMT relative to SHAM in either or both animal models, are connected to the larger Reactome pathway nodes to which they belong. Node size of pathways is scaled by the number of genes changed in that pathway (lower right legend). Pathway and gene nodes are coloured according to whether they are changed in the DMT vs SHAM differential expression analysis in one or both animal models. F: Bubble plot of predicted upstream regulators of DMT vs SHAM gene expression changes in both animal models, identified using IPA software [71]. Upstream regulator changes are presented for the DMT vs SHAM comparison in the ZDF and ZDSD models. The predicted status (inhibited or activated) of upstream regulators is plotted according to z-score. Dot size is scaled to reflect the statistical significance of z-score changes. Upstream regulators commonly changed in both models are bolded. G: qRT-PCR validation of expression changes in PPARα-responsive transcripts, both peroxisomal (*Acox1*, *Ehhadh*) and mitochondrial (Acaa2, Pdk4), in renal cortical tissue from the ZDF and ZDSD experiments (ZDF: n=6 fa/+, n=6 SHAM, n=9 DMT; ZDSD: n=6 SD, n=7 SHAM, n=6 DMT). Statistical significance of between-group differences derived from multiplicity-corrected Wilcoxon rank-sum tests is denoted as follows: ns=not significant; *=p<0.05; **=p<0.01; ***=p<0.001; ****=p<0.0001. DEG, differentially expressed gene; DMT, dietary restriction plus medical therapy; FAO, fatty acid oxidation; PC, principal component; RQ mRNA, relative quantification of messenger ribonucleic acid; VLCFA, very-long-chain fatty acid; ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 5:**
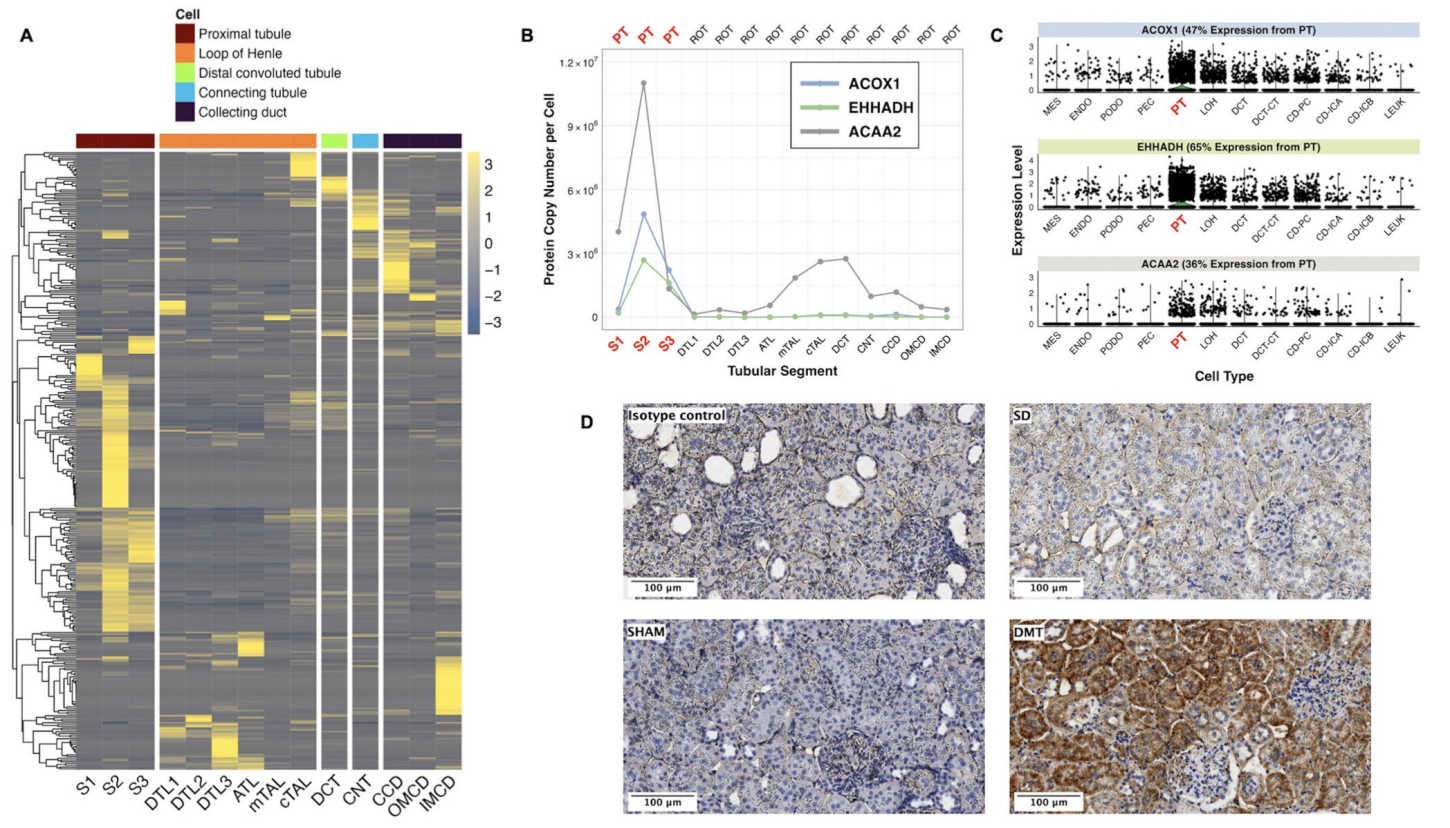
Identification of the proximal tubule as a key target of DMT in ZDF and ZDSD rats. A: DMT vs SHAM DEGs commonly changed and sharing directionality between both models were intersected with a proteomics dataset of microdissected SD rat kidney tubules [72]. Protein expression (copy number per cell) in rat tubular epithelial cells is plotted on the heatmap. Heatmap rows display DMT vs SHAM DEGs whilst each column represents 1 of 14 rat tubular epithelial cell types. B: Line plots of cell-specific expression in rat tubular epithelial cells of three PPARα-responsive transcripts upregulated by DMT. Tubular epithelial cell types are presented on the x-axis with protein expression (copy number per cell) in rat tubular epithelial cells on the y-axis. C: DMT vs SHAM DEGs commonly changed and sharing directionality between both models were intersected with a human diabetic kidney snRNA-seq dataset [74] to generate violin plots of cell-specific expression patterns of three PPARα-responsive transcripts upregulated by DMT. The 12 identified kidney cell types are presented on the x-axis with relative transcript expression levels in the human diabetic kidney on the y-axis. D: Representative images (20x, scale bar 100 μm) of kidney immunohistochemical validation of the proximal tubular localisation and upregulation of ACOX1 in DMT-treated rats in the ZDSD model. ATL, ascending thin limb of Henle’s loop; CCD, cortical collecting duct; CD-ICA, collecting duct-intercalated cell type A; CD-ICB, collecting duct-intercalated cell type B; CD-PC, collecting duct-principal cell; CNT, connecting tubule; cTAL, cortical thick ascending limb; DCT, distal convoluted tubule; DCT-CT, distal convoluted tubule-connecting tubule; DMT, dietary restriction plus medical therapy; DTL1, descending thin limb of Henle’s loop, short-loop; DTL2, descending thin limb of Henle’s loop, long-loop, outer medulla; DTL3, descending thin limb of Henle’s loop, long-loop, inner medulla; ENDO, endothelial cell; IMCD, inner medullary collecting duct; LEUK, leukocytes; LOH, loop of Henle; MES, mesangial cell; mTAL, medullary thick ascending limb; OMCD, outer medullary collecting duct; PEC, parietal epithelial cell; PODO, podocyte; PPARα, peroxisome proliferator-activated receptor-alpha; PT, proximal tubule; S1-S3, S1-S3 regions of the proximal tubule; SD, Sprague Dawley; ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 6:**
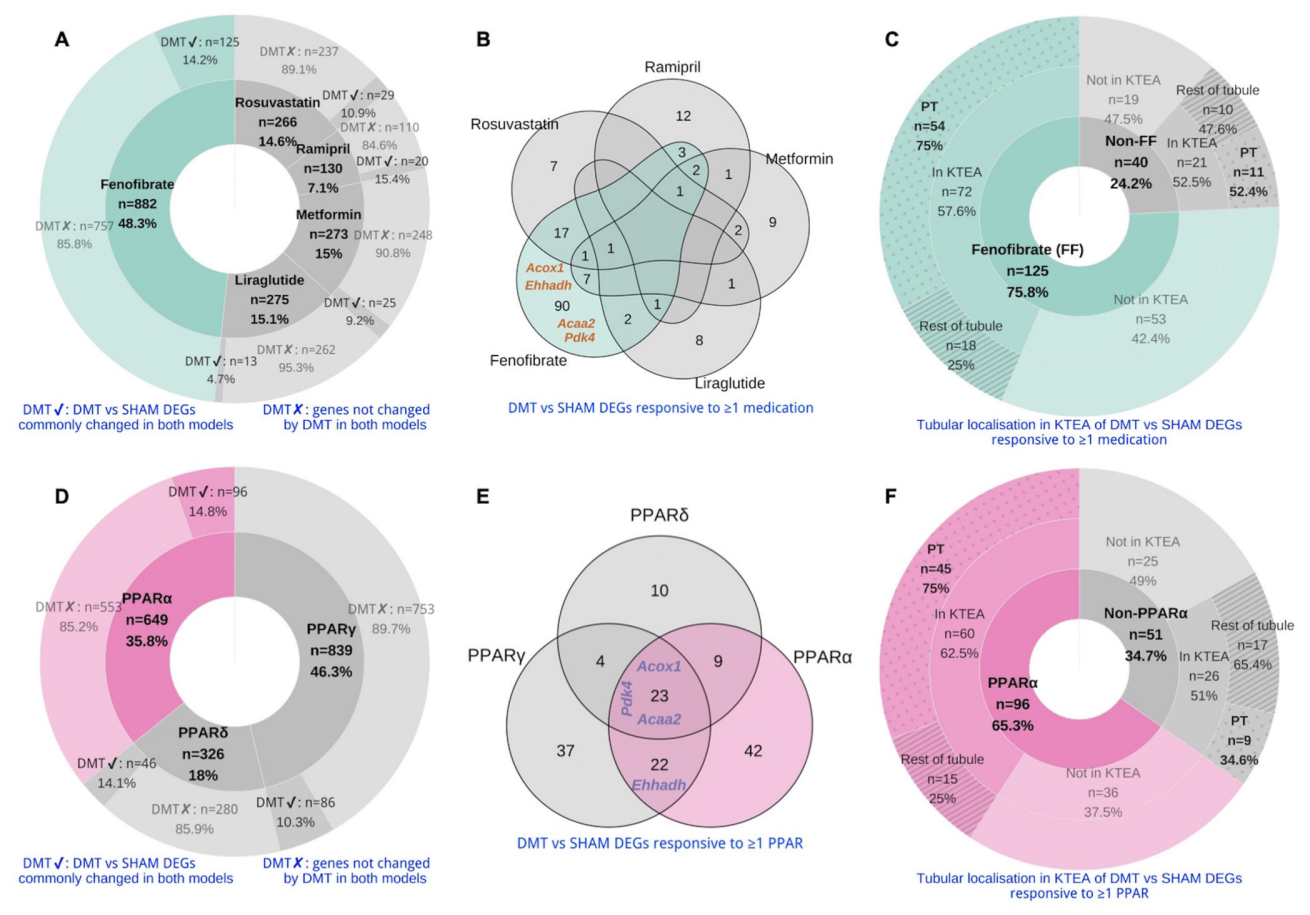
Identification of fenofibrate and PPARα as the dominant transcriptomic effectors of FAO following DMT in ZDF and ZDSD rats. A, D: Genes responsive to FLMRR medications (A) and PPAR isotypes (D) were retrieved from IPA, intersected with DMT vs SHAM DEGs commonly changed and sharing directionality between the ZDF and ZDSD models, and presented on doughnut plots with counts and percentages of transcripts in each category outlined. The inner doughnut layers outline all transcripts known to be responsive to each medication (A) or PPAR isotype (D). The outer layers stratify transcripts by presence in or absence from the DMT vs SHAM DEG list common to both models. B, E: Venn diagram enumeration of commonly changed DMT vs SHAM DEGs which are responsive to one or more of the FLMRR medications (B) or one or more of the PPAR isotypes (E). The localisation of selected PPAR-responsive transcripts is outlined on the Venn diagrams. C, F: Commonly changed DMT vs SHAM DEGs found to be responsive to FLMRR medications (C) or PPAR isotypes (F) are presented on doughnut plots with counts and percentages of transcripts in each category outlined. Transcripts are stratified by fenofibrate- (C) or PPARα- (F) responsiveness (inner layers), presence or absence from KTEA (middle layers), and localisation in either the proximal tubule or the rest of the renal tubule (outer layers). DEG, differentially expressed gene; DMT, dietary restriction plus medical therapy; FF, fenofibrate; FLMRR, fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin; KTEA, Kidney Tubules Expression Atlas;PPAR, peroxisome proliferator-activated receptor; PT, proximal tubule; ZDF, Zucker Diabetic Sprague Dawley; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 7:**
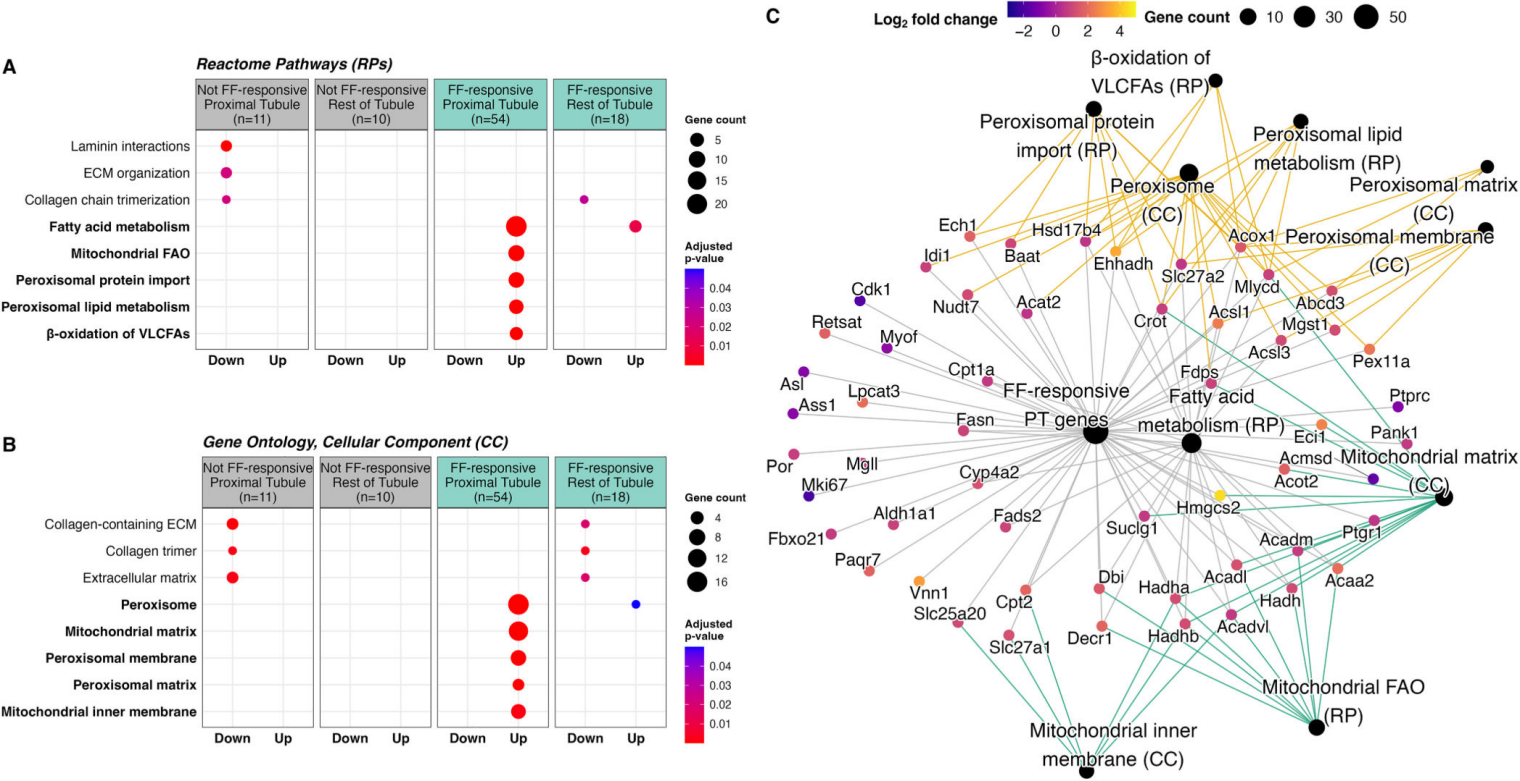
Functional enrichment of DMT vs SHAM DEGs according to fenofibrate-responsiveness and tubular epithelial cell localisation. A-B: DMT vs SHAM DEGs found to be responsive to one or more FLMRR medications were classified according to fenofibrate-responsiveness and predominant localisation in either the proximal tubule or the rest of the renal tubule (Figure 6C). Functional enrichment analyses (Reactome pathway analysis (A) and gene ontology cellular component testing (B)) were performed on medication-responsive DMT vs SHAM DEGs according to this classification system, with results presented on dotplots [69, 70]. Pathways pertaining to fatty acid metabolism and cellular components relating to peroxisomal and mitochondrial metabolism are bolded. C: Network plot of DMT vs SHAM DEGs which are fenofibrate-responsive and abundant in proximal tubular cells. Fatty acid metabolism pathways (bolded in panel A) and cellular components (bolded in panel B) enriched by these genes are overlaid on the network. Node size of pathways and cellular component terms is scaled by the number of genes belonging to those categories. Gene nodes are coloured according to log_2_ fold-change values for the DMT vs SHAM comparison, averaged between the ZDF and ZDSD models. Mitochondrial and peroxisomal nodes are identified by green and gold edges, respectively. CC, cellular component; DEG, differentially expressed gene; DMT, dietary restriction plus medical therapy; ECM, extracellular matrix; FAO, fatty acid oxidation; FF, fenofibrate; FLMRR, fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin; KTEA, Kidney Tubules Expression Atlas; PPAR, peroxisome proliferator-activated receptor; PT, proximal tubule; RP, Reactome pathway; VLCFA, very-long-chain fatty acid; ZDF, Zucker Diabetic Sprague Dawley; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 8:**
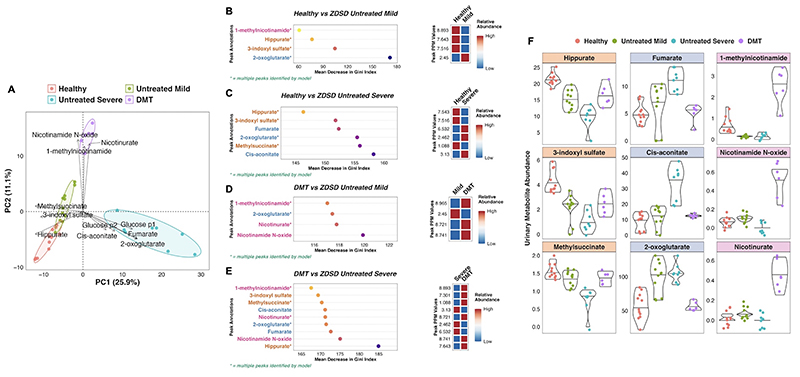
DMT is associated with urinary metabolite profiles consistent with PPARα activation and improvements in renal clearance and cellular energetics in ZDSD rats. A: PCA biplot of PQN-normalised urinary ^1^H-NMR peaks obtained before and at 4 weeks after intervention. Baseline and follow-up samples from SD rats were considered together given the lack of change in metabolomic profiles evident in this group. Samples from SHAM rats at baseline and follow-up were considered alongside baseline samples from DMT rats, and collectively designated as untreated ZDSD rats. Untreated ZDSD rats clustered based on disease severity into two subphenotypes, mild and severe, rather than by timing of sampling or by experimental group assignment. DMT refers to post-intervention values in this group. Arrows indicate loading vectors of metabolites driving separation of the groups along PCs 1 and 2. Healthy, n=11; untreated mild, n=11; untreated severe, n=8; DMT, n=6. B-E: Dotplots of urinary ^1^H-NMR peaks ranked by importance to performance of RF classification models for the following comparisons [90]: Healthy vs Untreated Mild (B), Healthy vs Untreated Severe (C), DMT vs Untreated Mild (D), and DMT vs Untreated Severe (E). Peaks are displayed in descending rank order from left to right according to the variable importance metric, mean decrease in Gini index. Variable importance estimates are mean values derived from 100 model repetitions. Metabolites which are efficiently cleared by the kidney (‘clearance metabolites’), TCA cycle intermediates, and PPARα biomarker metabolites involved in nicotinamide metabolism are highlighted in orange, blue, and pink bolded font, respectively. The adjacent heatmap illustrates relative abundance of metabolites based on mean peak intensity across all samples in the two groups evaluated by the RF model. F: PQN-normalised abundance by group of kidney clearance metabolites, TCA cycle intermediates, and PPARα biomarker metabolites identified by RF models in panels B-E (healthy, n=11; untreated mild, n=11; untreated severe, n=8; DMT, n=6). The first column reflects metabolites which are normally efficiently cleared by the kidney (orange panels), while the second and third columns reflect TCA cycle intermediates (blue panels) and PPARα biomarker metabolites (pink panels), respectively. Illustrative examples of the raw spectra and spectral processing for 1 peak from each group are presented in Supplementary Figure S1. NMR characteristics of the peaks are presented in Supplementary Table S2. ^1^H-NMR, proton nuclear magnetic resonance spectroscopy; DMT, dietary restriction plus medical therapy; p1, peak 1; p2, peak 2; PC, principal component; PCA, principal component analysis; PQN, probabilistic quotient normalisation; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 9:**
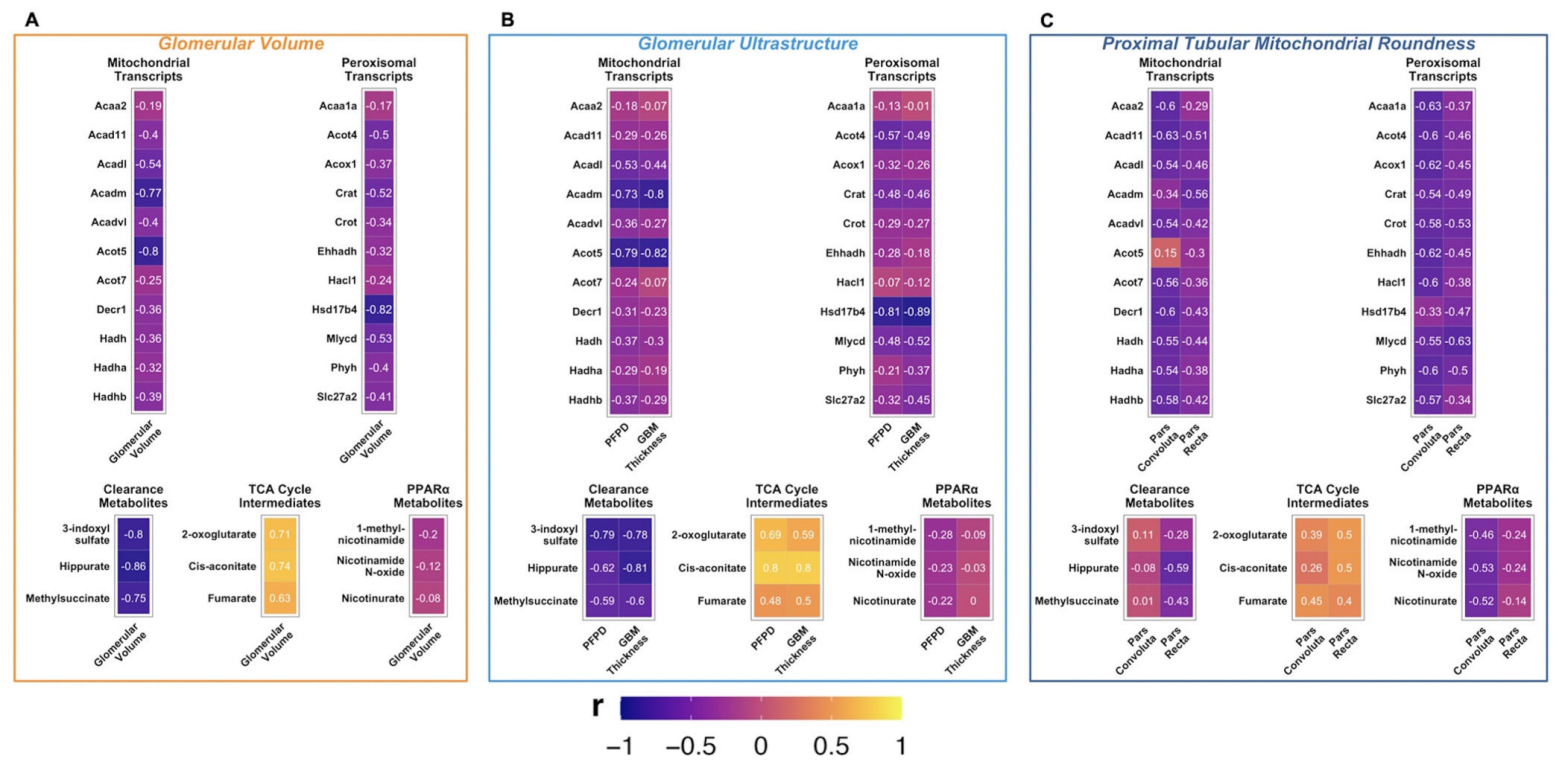
Molecular morphometric correlates of the renal response to DMT in ZDSD rats. A-C: Correlation plots highlighting Pearson correlation r values for changes in glomerular volume (A), glomerular ultrastructural parameters (B), and proximal tubular mitochondrial roundness (C) with gene expression changes and urinary metabolite abundance. Regularized log-transformed gene expression counts were used for gene-structure correlations. Selected transcripts which resulted in enrichment of peroxisomal and mitochondrial lipid metabolism pathways in ZDSD DMT rats relative to SHAM rats are plotted (also highlighted in the network plot in Figure 4E). PQN-normalised urinary ^1^H-NMR peaks from samples obtained at 4 weeks after intervention were used for metabolite-structure correlations. Correlations for metabolites which are efficiently cleared by the kidney (‘clearance metabolites’), TCA cycle intermediates, and PPARα biomarker metabolites involved in nicotinamide metabolism, many of which were differentially abundant between DMT-treated and untreated ZDSD rats (outlined in Figure 8F), are plotted. Individual cells in the correlation plots are scaled by colour indicating strength and directionality of the correlation. DMT, dietary restriction plus medical therapy;GBM, glomerular basement membrane; PFPD, podocyte foot process diameter; PPARα, peroxisome proliferator-activated receptor-alpha; PQN, probabilistic quotient normalisation; TCA, tricarboxylic acid; ZDSD, Zucker Diabetic Sprague Dawley.

**Figure 10:**
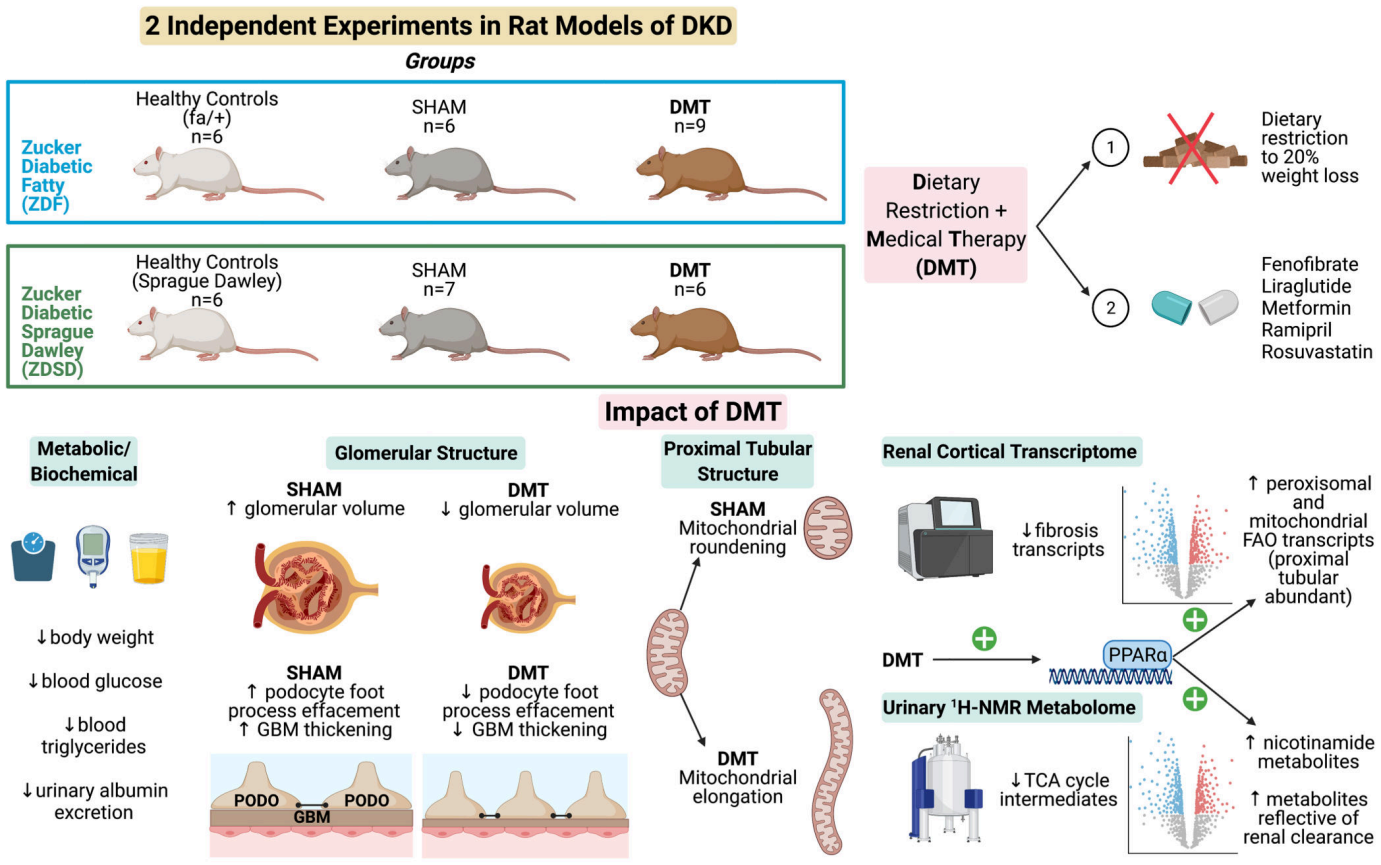
Overview schematic for the ZDF and ZDSD DMT preclinical studies. Created with BioRender.com. ^1^H-NMR, proton nuclear magnetic resonance spectroscopy; DKD, diabetic kidney disease; DMT, dietary restriction plus medical therapy; FAO, fatty acid oxidation; GBM, glomerular basement membrane; PODO, podocyte; PPARα, peroxisome proliferator-activated receptor-alpha; TCA, tricarboxylic acid; ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

**Table 1:** Changes in metabolic parameters in the ZDF and ZDSD DMT preclinical studies.^a,b^

	**Model**	**Pre-post intervention comparisons (absolute values)**								
		Healthy			SHAM			DMT		
		Pre	Post	p	Pre	Post	p	Pre	Post	p
Body weight (g)	ZDF	288.2±18.9	358.0±27.5	0.007	352.8±10.9	384.3±18.9	0.01	363.7±26.4	310.2±14.3	<0.001
	ZDSD	564.2±28.3	603.5±31.5	0.003	529.4±35.7	486.7±76.8	0.09	578.5±17.1	441.8±23.9	<0.001
Plasma glucose (mmol/L)	ZDF	5.9±0.5	5.5±1.1	0.36	15.5±5.4	24.0±1.9	0.02	15.9±2.2	7.4±1.5	<0.001
	ZDSD	5.3±0.2	7.6±2.0	0.05	13.3±6.4	22.2±7.2	0.02	10.6±4.8	6.5±1.0	0.16
	Model	Pre-post intervention comparisons (percentage delta change values)								
		Percentage delta change values					P-values for comparisons			
		Healthy		SHAM		DMT		SHAM vs Healthy		DMT vs SHAM	
Δbody weight (%)	ZDF	24.7±12.3		9.0±5.6		-14.5±4.1		0.03		<0.001	
	ZDSD	7.0±2.7		-8.3±10.5		-23.6±2.9		0.01		0.01	
Δplasma glucose (%)	ZDF	-6.9±17.4		73.3±72.6		-52.3±12.9		0.06		0.02	
	ZDSD	43.5±36.9		87.0±75.5		-26.5±38.1		0.21		0.02	
	Model	Study close comparisons								
		Study close values					P-values for comparisons			
		Healthy		SHAM		DMT		SHAM vs Healthy		DMT vs SHAM	
Cholesterol (mmol/L)^c^	ZDF	1.87±0.41		4.83±1.13		4.78±3.31		0.002		0.98	
	ZDSD	1.78±0.11		2.66±0.42		2.53±0.30		0.002		0.73	
Triglycerides (mmol/L)^c^	ZDF	1.08±0.52		5.49±0.74		2.75±0.52		<0.001		<0.001	
	ZDSD	0.85±0.19		2.37±1.43		1.00±0.47		0.04		0.047	

a DMT, dietary restriction plus medical therapy; SHAM, sham surgery (laparotomy); ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

b Values are given as mean ± standard deviation. Statistical significance of within-group and between-group differences was derived using paired and unpaired t-tests, respectively. All t-tests were multiplicity-corrected using the Benjamini-Hochberg method [64].

c Plasma in ZDF model, serum in ZDSD model.

## Data Availability

RNA-seq fastq files are accessible through GEO (accession numbers: GSE117380 for ZDF data; GSE169085 for ZDSD data). Lists of DEGs (absolute fold-change ≥1.3, adjusted p-value <0.05) between the study groups presented are available on OSF, DOI 10.17605/OSF.IO/MUKRC. Along with sample metadata, the following urinary ^1^H-NMR data have been uploaded to OSF (DOI 10.17605/OSF.IO/MUKRC): raw spectra, PPM chemical shift vector, processed peak intensity matrices, and peak annotations. A PDF outlining spectral processing using the R package Speaq [84], as well as peak abundance by experimental group, for each annotated peak in the urinary ^1^H-NMR spectra has also been uploaded to the OSF repository.

## Abbreviations

^1^H-NMR: proton nuclear magnetic resonance
*Acaa2*: acetyl-CoA acyltransferase 2
*Acox1*: acyl-CoA oxidase 1
AMPK: 5′ adenosine monophosphate-activated protein kinase. AUC area under the receiver operating characteristic curve
BMRB: Biological Magnetic Resonance Data Bank
cDNA: complementary deoxyribonucleic acid
CKD: chronic kidney disease
COSY: correlation spectroscopy
CPMG: Carr-Purcell-Meiboom-Gill
DAB: 3,3’-diaminobenzidine
DEG: differentially expressed gene
DKD: diabetic kidney disease
DMT: dietary restriction plus medical therapy
DNase: deoxyribonuclease
ECM: extracellular matrix
*Ehhadh*: enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase
ELISA: enzyme-linked immunosorbent assay
ESKD: end-stage kidney disease
FAO: fatty acid oxidation
FF: fenofibrate
FLMRR: fenofibrate, liraglutide, metformin, ramipril, and rosuvastatin
FP: foot process
GBM: glomerular basement membrane
GEO: Gene Expression Omnibus
GIP: glucose-dependent insulinotropic polypeptide
GLP-1: glucagon-like peptide-1
GLP1RA: glucagon-like peptide-1 receptor agonist
H&E: haematoxylin and eosin
HSQC: heteronuclear single quantum coherence
HMDB: Human Metabolome Database
IPA: Ingenuity Pathway Analysis
IQR: interquartile range
IVDr: In Vitro Diagnostic Research
KTEA: Kidney Tubules Expression Atlas
LCFA: long-chain fatty acid. mRNA messenger ribonucleic acid
MUVR: Multivariate methods with Unbiased Variable selection in R
NMR: nuclear magnetic resonance
NOESY: nuclear Overhauser effect spectroscopy
OSF: Open Science Framework
PC: principal component
PCA: principal component analysis
Pdk4: pyruvate dehydrogenase kinase 4
PFPD: podocyte foot process diameter
PFPF: podocyte foot process frequency
PPAR: peroxisome proliferator-activated receptor
PPARα: peroxisome proliferator-activated receptor-alpha
PPARδ: peroxisome proliferator-activated receptor-delta
PPARγ: peroxisome proliferator-activated receptor-gamma
PPM: parts per million
PQN: probabilistic quotient normalisation
PT: proximal tubule. qRT-PCR quantitative real-time polymerase chain reaction
RAAS: renin-angiotensin-aldosterone system
RCT: randomised clinical trial
RF: random forest
rlog: regularized log
RNA: ribonucleic acid
RNA-seq: ribonucleic acid sequencing
RQ: relative quantification
RYGB: Roux-en-Y gastric bypass
SD: Sprague Dawley
SHAM: sham surgery (laparotomy). snRNA-seq single-nucleus RNA sequencing
SOP: standard operating procedure
SUSTAIN: Semaglutide Unabated Sustainability in Treatment of Type 2 Diabetes. TCA tricarboxylic acid
TEM: transmission electron microscopy
TOCSY: total correlation spectroscopy
TSP-d4: 3-trimethylsilyl propionic-2,2,3,3 acid sodium salt D4. uACR urinary albumin-to-creatinine ratio
uAER: urinary albumin excretion rate
VLCFA: very-long-chain fatty acid
WT-1: Wilms’ tumour-1
ZDF: Zucker Diabetic Fatty
ZDSD: Zucker Diabetic Sprague Dawley

# Supplementary material for: Dietary Restriction and Medical Therapy Drives PPARα-Regulated Improvements in Early Diabetic Kidney Disease in Male Rats
**Source:** Clin Sci (Lond). Author manuscript; Available in PMC 2022 Nov 15.
**Supplement:** Supplementary material

# Supplementary Material

## Dietary Restriction and Medical Therapy Drives PPAR $\alpha$ -Regulated Improvements in Early Diabetic Kidney Disease in Male Rats

William P. Martin<sup>1</sup>, Meera Nair<sup>1</sup>, Yeong H.D. Chuah<sup>1</sup>, Daniel Malmudin<sup>2</sup>, Anders Pedersen<sup>2</sup>, Sanna Abrahamsson<sup>3</sup>, Michaela Hutter<sup>1</sup>, Mahmoud Abdelaal<sup>1</sup>, Jessie A. Elliott<sup>1</sup>, Naomi Fearon<sup>1</sup>, Hans Eckhardt<sup>1</sup>, Catherine Godson<sup>1</sup>, Eoin P. Brennan<sup>1</sup>, Lars Fändriks<sup>4</sup>, Carel W. le Roux<sup>1,5</sup>, and Neil G. Docherty<sup>1,\*</sup>

### SUPPLEMENTARY FIGURES

|    |                                                                                                                                                                             |   |
|----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|
| S1 | Raw spectra and spectral processing of selected urinary <sup>1</sup> H-NMR spectroscopy peaks in the ZDSD DMT preclinical study. . . . .                                    | 2 |
| S2 | Comparison of mitochondrial morphological characteristics between the pars convoluta and pars recta sections of the proximal tubule in the ZDSD study. . . . .              | 3 |
| S3 | Volcano plots of differentially expressed transcripts between experimental groups in the ZDF and ZDSD DMT preclinical studies. . . . .                                      | 4 |
| S4 | Biological process and cellular component gene ontology term enrichment in the ZDF and ZDSD DMT preclinical studies. . . . .                                                | 5 |
| S5 | Expression of peroxisomal and mitochondrial PPAR $\alpha$ -responsive FAO transcripts in liver and epididymal fat tissue in the ZDSD DMT preclinical study. . . . .         | 6 |
| S6 | <i>In silico</i> deconvolution of the predicted cellular source of transcripts differentially expressed between DMT and SHAM rats in a human DKD snRNA-seq dataset. . . . . | 7 |
| S7 | Relational network map of the correlation structure between transcripts, metabolites, and structural parameters in the renal cortical response to DMT. . . . .              | 8 |

### SUPPLEMENTARY TABLES

|    |                                                                                                         |    |
|----|---------------------------------------------------------------------------------------------------------|----|
| S1 | ZDF and ZDSD DMT preclinical study endpoints and statistical tests by which they were analysed. . . . . | 9  |
| S2 | NMR spectroscopy characteristics of selected urinary metabolites in the ZDSD rat model. . . . .         | 10 |

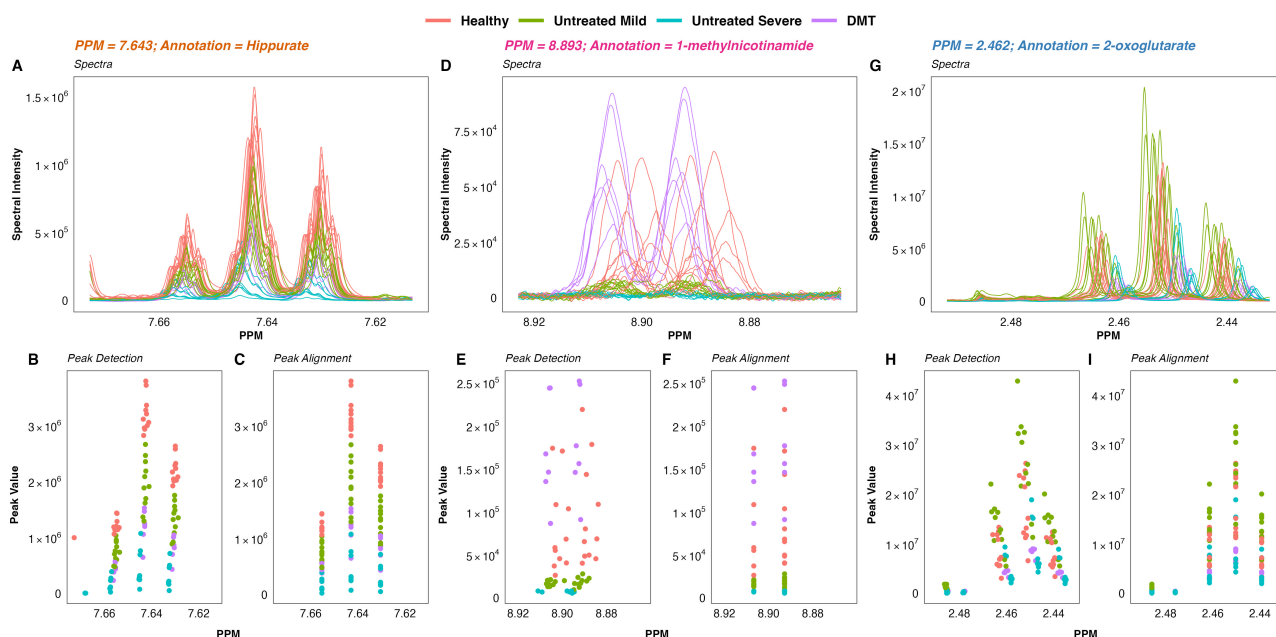

**Supplementary Figure S1.** Raw spectra and spectral processing of selected urinary  $^1\text{H}$ -NMR spectroscopy peaks in the ZDSD DMT preclinical study.

A, D, and G: Raw  $^1\text{H}$ -NMR spectra of selected peaks: hippurate, 1-methylnicotinamide, and 2-oxoglutarate. Each line corresponds to the spectrum of a single sample. B, E, and H: Detection of peaks within the spectra using a Mexican hat wavelet transformation. Each dot represents peak intensity for a single sample. C, F, and I: Alignment of peaks by grouping to account for shifts in peaks between spectra due to differences in sample environment and/or experimental conditions. Each dot represents peak intensity for a single sample. Manual inspection of the raw spectra and spectral processing in Speaq was performed as outlined here for peaks identified as important to classification of ZDSD rats by multivariate models to ensure that between-group differences in the identified peaks were not artefactual and could be reliably identified in the spectra. Healthy,  $n=11$ ; untreated mild,  $n=11$ ; untreated severe,  $n=8$ ; DMT,  $n=6$ .  $^1\text{H}$ -NMR, proton nuclear magnetic resonance spectroscopy; DMT, dietary restriction plus medical therapy; PPM, parts per million chemical shift relative to TSP-d4; PQN, probabilistic quotient normalisation; ZDSD, Zucker Diabetic Sprague Dawley.

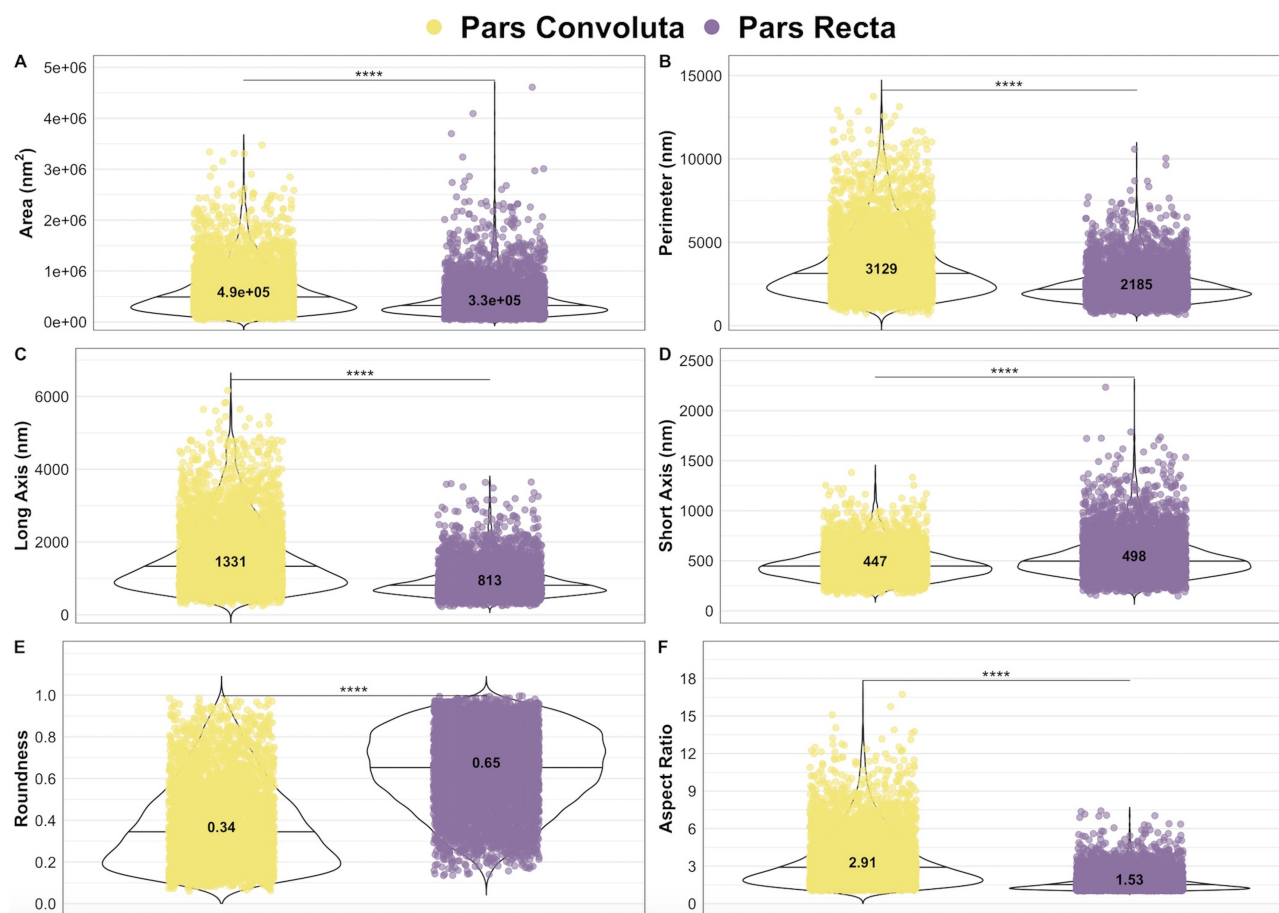

**Supplementary Figure S2.** Comparison of mitochondrial morphological characteristics between the pars convoluta and pars recta sections of the proximal tubule in the ZDSD study.

A-F: Values for each proximal tubular mitochondrial parameter were derived from all measurements made in both proximal tubular sections across three experimental groups: SD, SHAM, and DMT. Mitochondria were quantified in 15 non-overlapping transmission electron microscopy images captured from 3 distinct regions (5 images/region) in each of the pars convoluta and pars recta proximal tubular sections for each animal. Images from six animals were quantified in each experimental group. Data are plotted as violin plots with individual mitochondrial measurements superimposed. Median values for each proximal tubular section are identified by the horizontal black line in each violin and are also printed on each violin. Statistical significance of differences in mitochondrial characteristics between the two proximal tubular sections derived from Wilcoxon rank-sum tests is denoted as follows: ns = not significant; \* =  $p < 0.05$ ; \*\* =  $p < 0.01$ ; \*\*\* =  $p < 0.001$ ; \*\*\*\* =  $p < 0.0001$ . DMT, dietary restriction plus medical therapy; SD, Sprague Dawley.

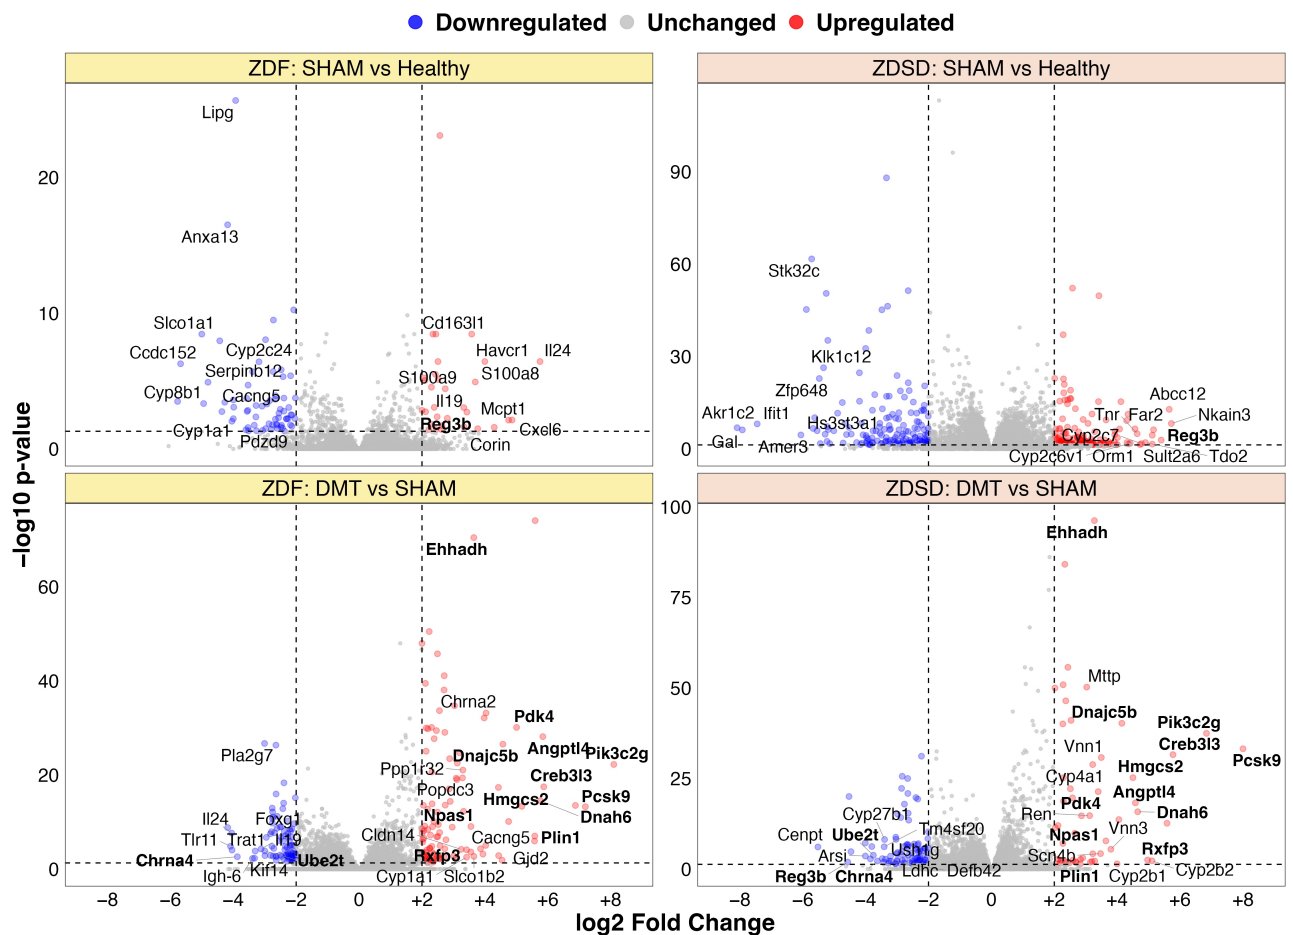

**Supplementary Figure S3.** Volcano plots of differentially expressed transcripts between experimental groups in the ZDF and ZSDS DMT preclinical studies.

Volcano plots of differentially expressed renal cortical transcripts between experimental groups in the ZDF and ZSDS studies [1].  $\log_2$  fold change is presented on the x-axis with  $-\log_{10}$  transformation of the multiplicity-corrected p-value for differential expression on the y-axis. Horizontal and vertical lines demarcate thresholds used to define strongly expressed transcripts:  $\log_2$  fold change values of  $-2$  and  $2$ , as well as a  $-\log_{10}$  p-value of  $1.3$  (corresponding to an absolute p-value of  $0.05$ ). Transcripts which were commonly changed in the ZDF and ZSDS studies are bolded. DMT, dietary restriction plus medical therapy; ZDF, Zucker Diabetic Fatty; ZSDS, Zucker Diabetic Sprague Dawley.

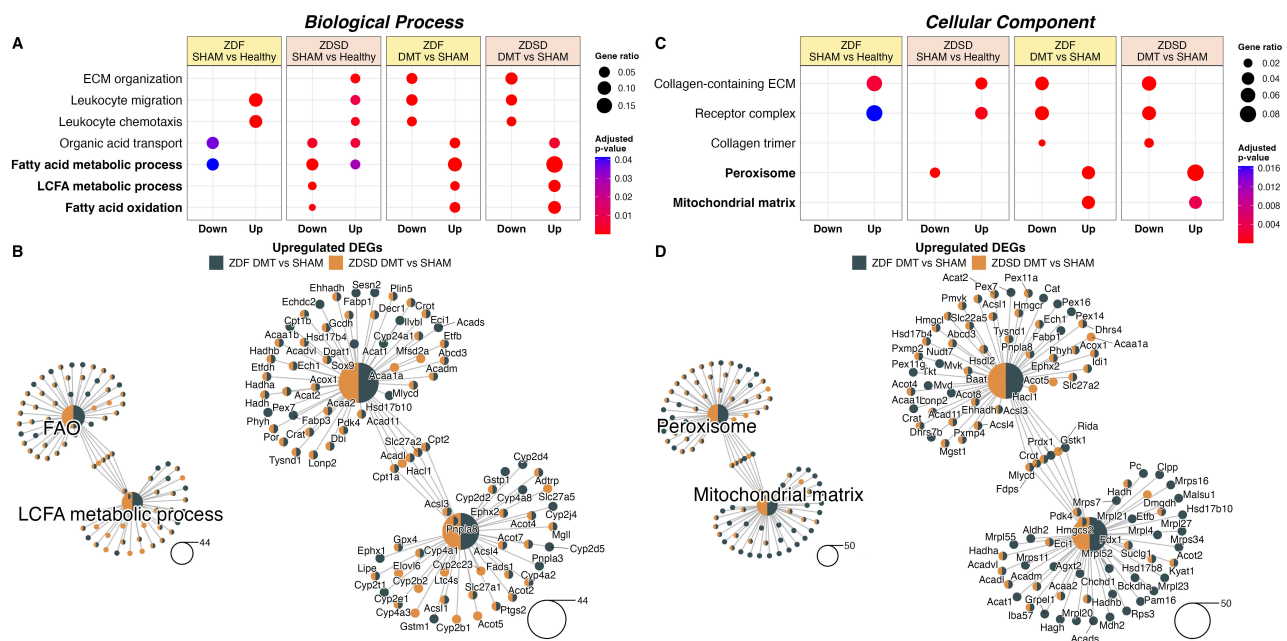

**Supplementary Figure S4.** Biological process and cellular component gene ontology term enrichment in the ZDF and ZDSO DMT preclinical studies.

A and C: Dotplots of biological process (A) and cellular component (C) over-representation analysis illustrating pathways commonly changed in the ZDF and ZDSO experiments, for both the SHAM vs Healthy and DMT vs SHAM comparisons [2, 3]. Gene ontology terms pertaining to fatty acid metabolism (A) and peroxisomal and mitochondrial metabolism (C) are bolded. B and D: Network plots of fatty acid metabolism biological process terms (B) and peroxisomal and mitochondrial cellular component terms (D) changed by DMT in both animal models. Smaller gene nodes, changed by DMT relative to SHAM in either or both animal models, are connected to the larger gene ontology category nodes to which they belong. For each network, gene ontology category nodes are labelled on the left and gene nodes are labelled on the right. Node size of gene ontology categories is scaled by the number of genes mapping to that category (lower right legend). Category and gene nodes are coloured according to whether they are changed in the DMT vs SHAM differential expression analysis in one or both animal models. DMT, dietary restriction plus medical therapy; ECM, extracellular matrix; FAO, fatty acid oxidation; LCFA, long-chain fatty acid; ZDF, Zucker Diabetic Fatty; ZDSO, Zucker Diabetic Sprague Dawley.

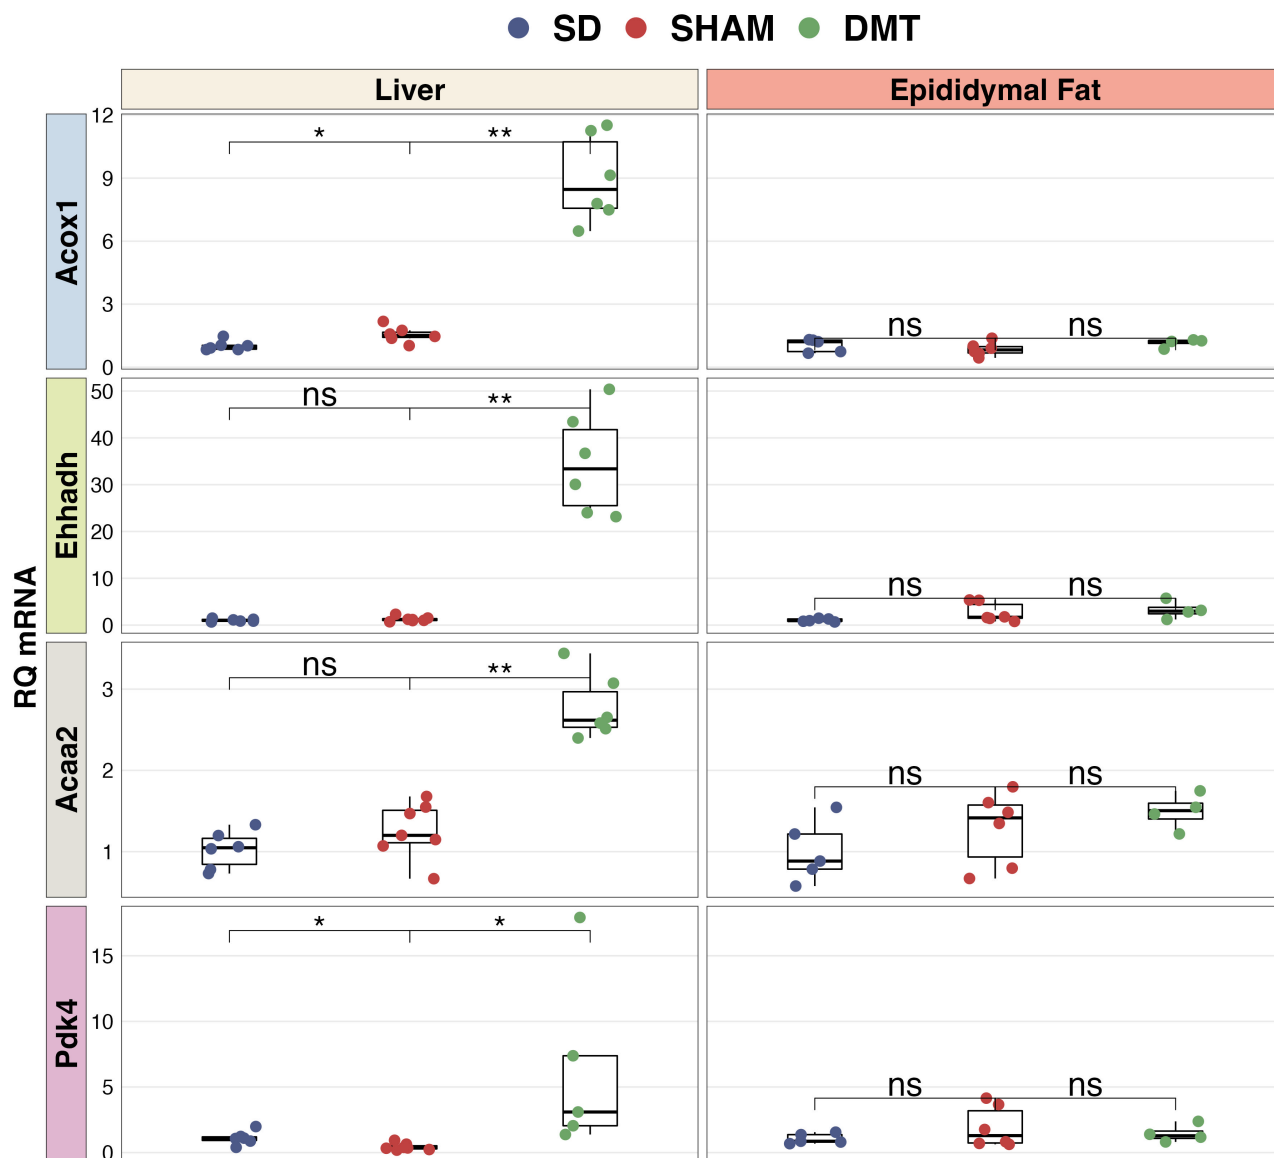

**Supplementary Figure S5.** Expression of peroxisomal and mitochondrial PPAR $\alpha$ -responsive FAO transcripts in liver and epididymal fat tissue in the ZDSD DMT preclinical study.

qRT-PCR validation of expression changes in PPAR $\alpha$ -responsive transcripts, both peroxisomal (*Acox1*, *Ehhadh*) and mitochondrial (*Acaa2*, *Pdk4*), in both liver (n=6 SD, n=7 SHAM, n=6 DMT) and epididymal fat tissue (n=5 SD, n=6 SHAM, n=4 DMT) in the ZDSD experiment. Statistical significance of between-group differences derived from multiplicity-corrected Wilcoxon rank-sum tests is denoted as follows: ns=not significant; \*=p<0.05; \*\*=p<0.01; \*\*\*=p<0.001; \*\*\*\*=p<0.0001. DMT, dietary restriction plus medical therapy; RQ mRNA, relative quantification of messenger ribonucleic acid; ZDSD, Zucker Diabetic Sprague Dawley.

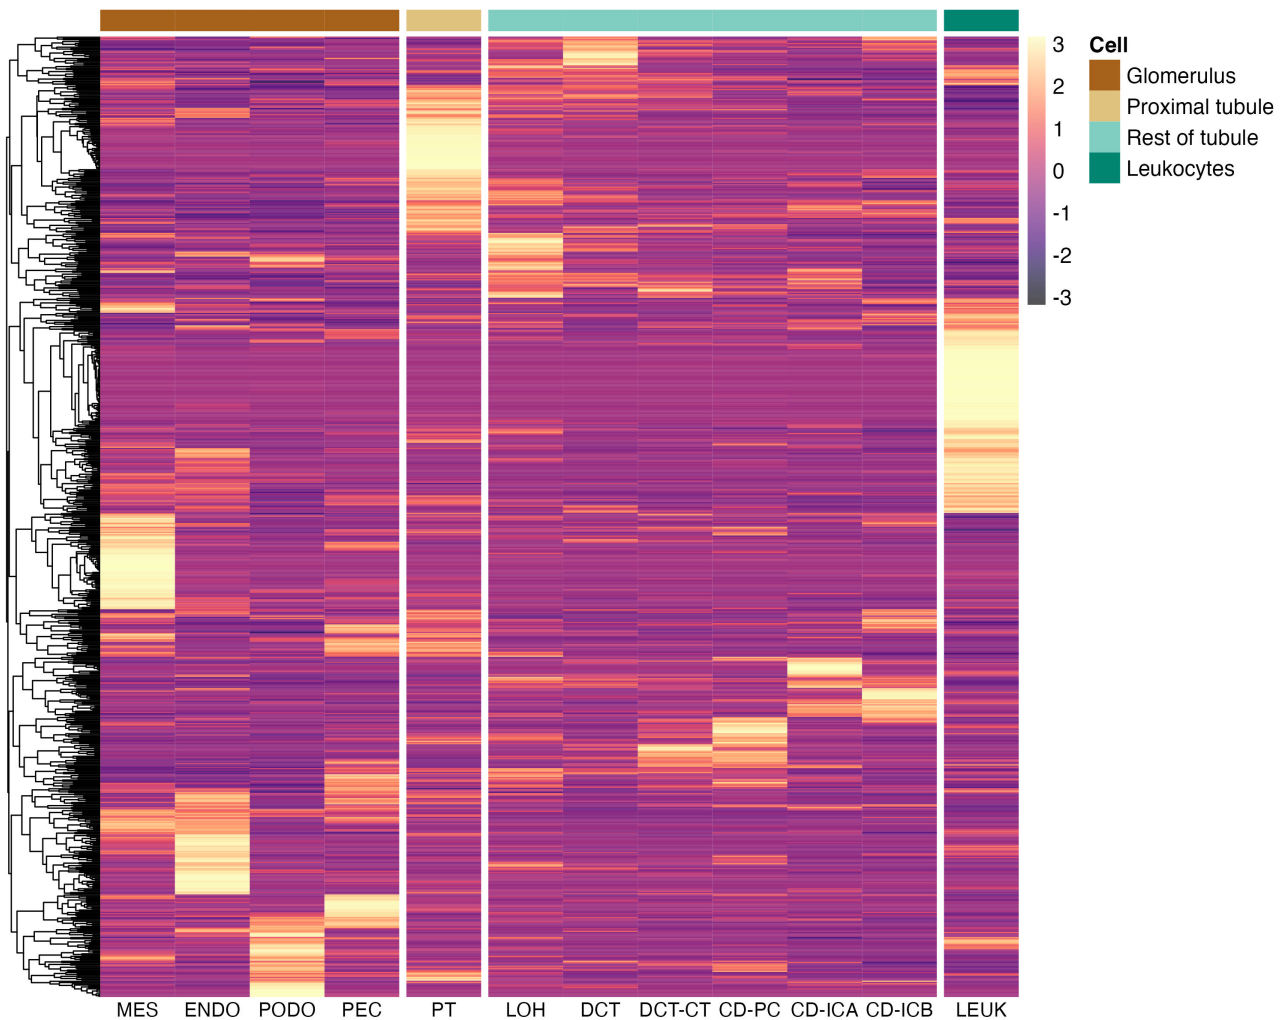

**Supplementary Figure S6.** *In silico* deconvolution of the predicted cellular source of transcripts differentially expressed between DMT and SHAM rats in a human DKD snRNA-seq dataset.

DMT vs SHAM DEGs commonly changed and sharing directionality between both models were intersected with a human diabetic kidney snRNA-seq dataset [4]. Transcript expression levels in the human diabetic kidney are plotted on the heatmap. Heatmap rows display DMT vs SHAM DEGs whilst each column represents 1 of 12 identified renal cell types. CD-ICA, collecting duct-intercalated cell type A; CD-ICB, collecting duct-intercalated cell type B; CD-PC, collecting duct-principal cell; DCT, distal convoluted tubule; DCT-CT, distal convoluted tubule-connecting tubule; DMT, dietary restriction plus medical therapy; ENDO, endothelial cell; LEUK, leukocytes; LOH, loop of Henle; MES, mesangial cell; PEC, parietal epithelial cell; PODO, podocyte; PT, proximal tubule; snRNA-seq, single-nucleus RNA sequencing.

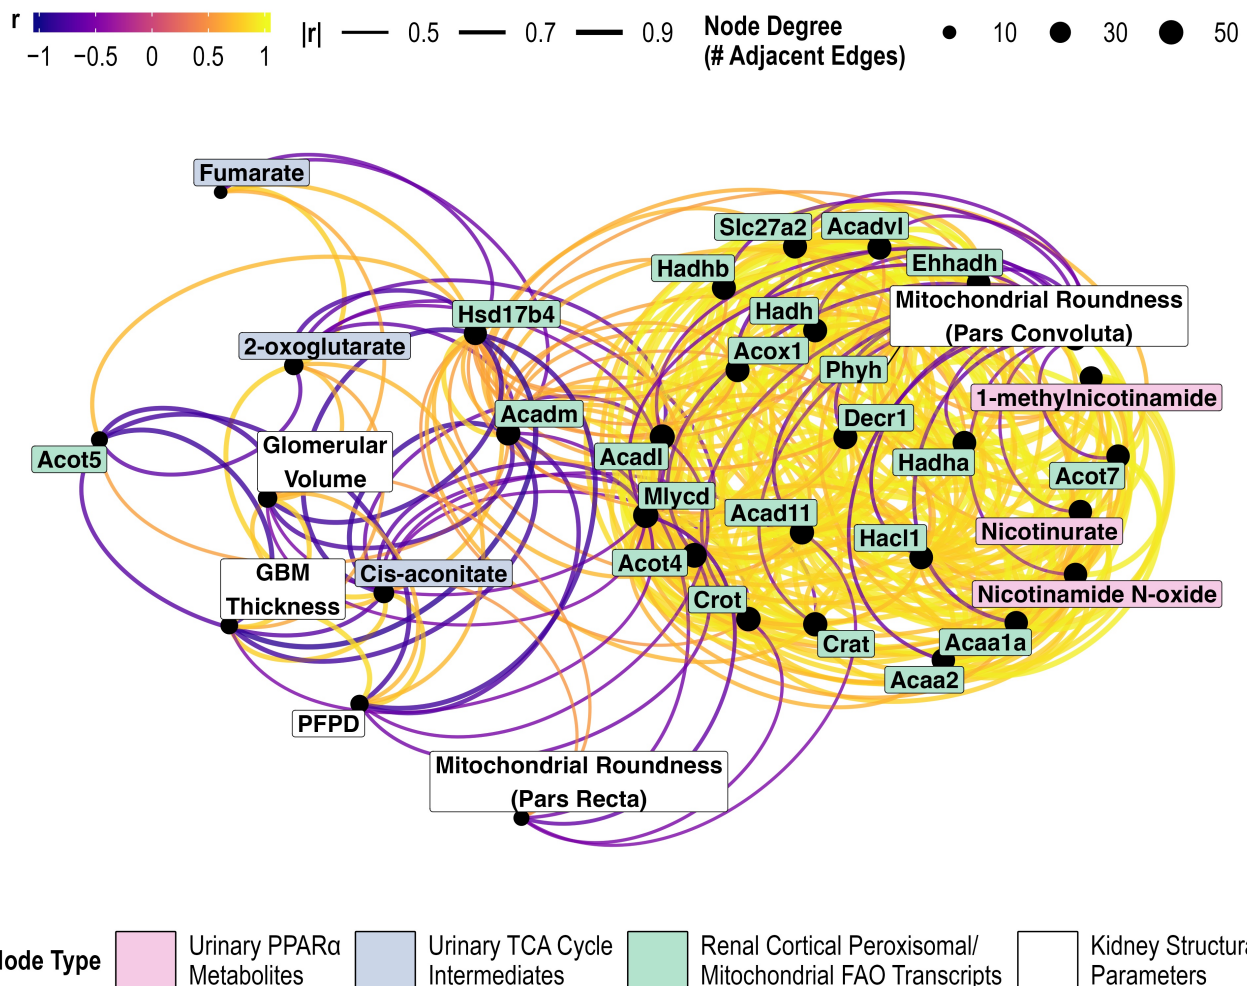

**Supplementary Figure S7.** Relational network map of the correlation structure between transcripts, metabolites, and structural parameters in the renal cortical response to DMT.

The network depicts Pearson correlation  $r$  values between selected renal cortical transcripts, urinary metabolites, and kidney structural parameters. Regularized log-transformed gene expression counts were used for gene-structure correlations. Selected transcripts which resulted in enrichment of peroxisomal and mitochondrial lipid metabolism pathways in ZSDS DMT rats relative to SHAM rats are plotted. PQN-normalised urinary  $^1\text{H}$ -NMR peaks from samples obtained at 4 weeks after intervention were used for metabolite-structure correlations. Correlations for TCA cycle intermediates and PPAR $\alpha$  biomarker metabolites involved in nicotinamide metabolism, many of which were differentially abundant between DMT-treated and untreated ZSDS rats, are plotted. Each node represents a variable and node labels are coloured according to variable type. Node size is scaled by the node degree, reflecting the number of edges connected to that node. Clustering of node positions is based on multidimensional scaling of absolute correlation values. Each edge represents a correlation between two variables. Edge colour indicates strength and directionality of the correlation. Edge width is scaled according to absolute correlation values. Only correlations with  $|r| \geq 0.5$  are presented in the network. DMT, dietary restriction plus medical therapy; GBM, glomerular basement membrane; PFPD, podocyte foot process diameter; PPAR $\alpha$ , peroxisome proliferator-activated receptor- $\alpha$ ; PQN, probabilistic quotient normalisation; TCA, tricarboxylic acid; ZSDS, Zucker Diabetic Sprague Dawley.

**Supplementary Table S1.** ZDF and ZDSD DMT preclinical study endpoints and statistical tests by which they were analysed.<sup>a,b</sup>

| Endpoint                                                                                                                                                                           | Rat Model                                                    | Statistical Method                                                              | Location                                                                    | Unit of Analysis                      |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------|---------------------------------------------------------------------------------|-----------------------------------------------------------------------------|---------------------------------------|
| Within-group differences in body weight and plasma glucose from baseline to follow-up                                                                                              | ZDF<br>ZDSD                                                  | Paired t-test with multiple testing correction                                  | Table 1                                                                     | Per animal                            |
| Between-group differences in percentage delta change in body weight and plasma glucose from baseline to follow-up, and in circulating cholesterol and triglycerides at study close | ZDF<br>ZDSD                                                  | Unpaired t-test with multiple testing correction                                | Table 1                                                                     | Per animal                            |
| Differences in albuminuria from baseline to follow-up in the DMT group                                                                                                             | ZDF<br>ZDSD                                                  | Wilcoxon signed-ranked test                                                     | Figure 2A-D                                                                 | Per animal                            |
| Between-group differences in glomerular histological (glomerular volume) and ultrastructural (PFPF, PFPD, and GBM thickness) parameters                                            | ZDF<br>ZDSD                                                  | Unpaired t-test with multiple testing correction                                | Figure 2F,H                                                                 | Per animal                            |
| Differences in mitochondrial morphology between the pars convoluta and pars recta proximal tubular sections                                                                        | ZDSD                                                         | Wilcoxon rank-sum test                                                          | Supplementary Figure S2                                                     | Per individual structural measurement |
| Between-group differences in proximal tubular mitochondrial roundness                                                                                                              | ZDSD                                                         | Wilcoxon rank-sum test with multiple testing correction                         | Figure 3C,D                                                                 | Per individual structural measurement |
| Between-group differences in qRT-PCR data                                                                                                                                          | ZDF (kidney)<br>ZDSD (kidney, liver, epididymal fat)<br>ZDSD | Wilcoxon rank-sum test with multiple testing correction<br>Pearson correlations | Figure 4G<br>Supplementary Figure S5<br>Figure 9<br>Supplementary Figure S6 | Per animal                            |
| Correlations between renal cortical transcripts, urinary metabolites, and morphometric parameters of glomerular and proximal tubular injury                                        |                                                              |                                                                                 |                                                                             | Per animal                            |

<sup>a</sup> DMT, dietary restriction plus medical therapy; GBM, glomerular basement membrane; PFPD, podocyte foot process diameter; PFPF, podocyte foot process frequency; qRT-PCR, quantitative real-time polymerase chain reaction; ZDF, Zucker Diabetic Fatty; ZDSD, Zucker Diabetic Sprague Dawley.

<sup>b</sup> Multiple testing corrections were applied using the Benjamini-Hochberg method [5].

**Supplementary Table S2.** NMR spectroscopy characteristics of selected urinary metabolites in the ZDSD rat model.<sup>a</sup>

| Metabolite(s)                                                      | PubChem<br>Compound ID | HMDB ID | <sup>1</sup> H PPM Shift | <sup>13</sup> C Shift<br>(HSQC) | TOCSY Cross<br>Peaks   | Chenomx Fit/All<br>Metabolite Clusters |
|--------------------------------------------------------------------|------------------------|---------|--------------------------|---------------------------------|------------------------|----------------------------------------|
| <b>PPAR<math>\alpha</math>-responsive nicotinamide metabolites</b> |                        |         |                          |                                 |                        |                                        |
| Nicotinurate                                                       | 68499                  | 0003269 | 8.943                    | 150.24                          | ND                     | 3/6                                    |
| 1-methylnicotinamide                                               | 457                    | 0000699 | 8.893                    | 146.16                          | 8.959, 8.192,<br>9.273 | 4/5                                    |
| Nicotinamide N-oxide                                               | 72661                  | 0002730 | 8.741                    | ND                              | NE                     | 2/6                                    |
| <b>TCA cycle intermediates</b>                                     |                        |         |                          |                                 |                        |                                        |
| 2-oxoglutarate                                                     | 51                     | 0000208 | 2.462                    | 33.44                           | 3.016                  | 2/2                                    |
| Fumarate                                                           | 5460307                | 0000134 | 6.532                    | 137.92                          | NE                     | 1/1                                    |
| Cis-aconitate                                                      | 643757                 | 0000072 | 3.130                    | 46.40                           | 5.740                  | 2/2                                    |
| <b>Metabolites reflective of kidney clearance</b>                  |                        |         |                          |                                 |                        |                                        |
| Hippurate                                                          | 464                    | 0000714 | 7.643                    | 134.75                          | 7.561, 7.844           | 4/5                                    |
| 3-indoxyl sulfate                                                  | 10258                  | 0000682 | 7.516                    | 114.81                          | 7.701, 7.279,<br>7.199 | 2/6                                    |
| Methylsuccinate                                                    | 10349                  | 0001844 | 1.088                    | 20.03                           | 2.15, 2.53, 2.63       | 1/4                                    |

<sup>a</sup> HMDB, Human Metabolome Database; HSQC, heteronuclear single quantum coherence spectroscopy; ND, not determined (signal too weak); NE, no cross peak expected; NMR, nuclear magnetic resonance; PPAR $\alpha$ , peroxisome proliferator-activated receptor-alpha; PPM, parts per million chemical shift relative to TSP-d<sub>4</sub>; TCA, tricarboxylic acid; TOCSY, total correlation spectroscopy.

## SUPPLEMENTARY REFERENCES

1. Love MI, Huber W, and Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* (2014); 15 (12): 550. DOI: [10.1186/s13059-014-0550-8](https://doi.org/10.1186/s13059-014-0550-8).
2. Yu G, Wang LG, Han Y, and He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics: a journal of integrative biology* (2012); 16 (5): 284–7. DOI: [10.1089/omi.2011.0118](https://doi.org/10.1089/omi.2011.0118).
3. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *The Innovation* (2021); 2 (3): 100141. DOI: [10.1016/j.xinn.2021.100141](https://doi.org/10.1016/j.xinn.2021.100141).
4. Wilson PC, Wu H, Kirita Y, Uchimura K, Ledru N, Rennke HG, et al. The single-cell transcriptomic landscape of early human diabetic nephropathy. *Proc Natl Acad Sci U S A* (2019); 116 (39): 19619–25. DOI: [10.1073/pnas.1908706116](https://doi.org/10.1073/pnas.1908706116).
5. Benjamini Y and Hochberg Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *Journal of the Royal statistical society: series B (Methodological)* (1995); 57 (1): 289–300.

How the deposited data were processed for this re-analysis (not part of the article)

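Renal cortical RNA-seq of the ZDSD experiment was analysed in 21 rats: 6 SD, 9 SHAM and 6 DMT-treated rats. Conditions were taken from the labels of the deposit and the paper's methods. The labels call the DMT group medical bypass. The paper reports n=7 SHAM rats, and its text and supplementary material do not name them. RNA-seq of the ZDF experiment, qRT-PCR, urinary 1H-NMR and morphometry were not analysed here.

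The authors deposited, for each rat, counts of fragments on 26404 Ensembl genes, which are not normalized. According to the paper's methods and the file headers, the authors trimmed reads with Trim Galore 0.4.0 and Cutadapt 1.9, mapped them to rn5 with STAR 2.5.2b, and counted read pairs on exons with featureCounts 1.6.4 in the reverse-strand setting, leaving out fragments with several positions or several genes. Of the 26404 genes, 20975 had a count in at least 1 rat. All 37 genes of the mitochondrial genome and all 92 genes on unplaced sequences were listed at 0 in every rat, so the files carry no information on these transcripts. Genes within or overlapping other genes on the same strand lose the shared fragments.

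The following was computed from the deposited counts. Genes were filtered with filterByExpr of edgeR (4.0.16, R 4.3.3) for the 3 groups at its defaults (a minimum count of 10 and a minimum total count of 15), which kept 14627 genes. Libraries were normalized by TMM. A quasi-likelihood model was fitted to all 21 rats in one fit, and DMT vs SHAM, SHAM vs SD and DMT vs SD were tested. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute fold-change of at least 1.3, the paper's thresholds, were called. The comparison of DMT vs SD was added to the comparisons set before the data were examined. Standard errors of log2 fold-changes were derived from the F statistic. Principal component analysis used rlog counts of DESeq2 (1.42.0), centred and not scaled, since the paper names rlog counts and does not state scaling. The separation of groups was measured by a pseudo-F ratio of Euclidean distances, with all splits of the rats of both groups as the exact permutation test. Further tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

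Depth ranged from 14502127 to 27597901 counts in 19 rats and was 121511 and 101534 in SHAM rats 343 and 348. In the deeper libraries 3 counts equal 0.109 to 0.207 CPM, and in rats 343 and 348 they equal 24.7 and 29.5 CPM. The 10 genes with the most counts took 4.79% to 7.26% of the counts. As the counts of rats 343 and 348 did not differ by more than sampling noise, these rats were counted as 1 sample in means and standard deviations. They were kept as separate libraries in the model, as set before the data were examined.

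The model was tested on simulated data, with counts drawn for the 14627 genes and 200 genes changed. Of these genes, 92.5% were recovered by edgeR and 90.5% by DESeq2, with 2.63% and 2.69% false calls. When the genes changed in one comparison differed from those changed in the other, 0 genes were called in both. When no gene was changed, 0 genes were called. Far fewer genes were changed in these simulated data than were called in the real data (1691 in DMT vs SHAM and 2673 in SHAM vs SD). The recovery, the false calls and the counts of 0 therefore hold for the simulated data only. They cannot decide how many real calls, or genes called in both comparisons, are false. The simulation also does not settle what variation common to many genes in the SHAM rats adds to the calls.

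The alternatives set before the data were examined were the DESeq2 Wald test, DESeq2 size factors, other filters on low counts, only the groups compared in the fit, other uses of the fold-change threshold, 7 of the 9 SHAM rats, leaving out each rat in turn, leaving out the genes with the most counts, separate sets of SHAM rats for the comparisons, and other scales and gene sets for the principal components. Alternatives that leave out or sum rats 343 and 348, or that thin the deeper libraries to one total, were chosen after the totals and counts had been seen.

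The rule for the genes named, set before the data were examined, was every gene the paper names for the ZDSD kidney, and in each comparison the 10 largest increases and 10 largest decreases in log2 fold-change among the genes called, with at least 1 CPM in either group and no overlap between rats. The files do not pair Ensembl identifiers with gene symbols, and 0 identifiers matched the gene table of the reference. Hence only the 2 largest increases and 2 largest decreases in DMT vs SHAM are named, by identifier. For the same reason the genes the paper names, the pathways, the upstream regulators and the correlations among FAO transcripts were not analysed here.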

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

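Across 30 groups of 6 to 9 samples (totals, genes detected, share of counts in the most abundant genes, positions on the first and second principal components, root mean square deviation from the other rats of the group, and the 4 genes named), 4 samples stood far from the others of their group by Dixon's criterion, where chance gives 1.5. The tests on rats 328, 333, 343 and 348 were chosen after these rats had been seen to differ. The group labels give no condition that sets single rats of a group apart, so no biological explanation was tested for these samples.

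In DMT rat 328, the 10 genes with the most counts took 5.84% of the counts, the lowest of its group. Rat 329, with fewer counts (22308943, compared with 23373166 in rat 328), had 6.12%, so the lowest total did not go with the lowest share. Both rats had the lowest totals and the lowest shares of their group, however, so low depth is not excluded. Without the 10 genes with the most counts, 1691 genes were called in DMT vs SHAM, of which 1690 were among the 1691 called with them. Without rat 328, 1597 genes were called, of which 1498 were among them. The deviation of rat 328 from its group resembled that of SHAM rat 333 (r=0.62 across genes).

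SHAM rat 333 had 47.4 CPM of ENSRNOG00000047351, compared with 4.71 to 22.3 CPM in the other SHAM samples. Without rat 333, the log2 fold-change of this gene in DMT vs SHAM was -2.51 in place of -2.99 (adjusted p=0.000696, edgeR quasi-likelihood test; between 2.9e-06 and 0.0016 across its alternatives), so the decrease does not rest on this rat. Rat 333 has the lowest total of the 7 deeper SHAM rats, but 770 counts of this gene, so counting error is small. The gene lies within another gene, and fragments of the surrounding transcript were not separated from its own. The surrounding gene was also lower in DMT-treated than in SHAM rats (log2 fold-change -1.89, adjusted p=2.75e-05, edgeR quasi-likelihood test). The decrease can therefore not be assigned to ENSRNOG00000047351 alone. A mixed or mislabelled sample was not tested for this gene.

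SD rat 356 had 74.6 CPM of ENSRNOG00000015438, compared with 19.4 to 33.4 CPM in the other SD rats. The value rests on 1517 counts, and its total of 21115760 is within the range of its group. As an SD rat it does not enter the contrast of DMT vs SHAM except through the shared spread, and without it the log2 fold-change was -2.84, as with it. The cause of the high value was not tested.

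The SHAM sample made of rats 343 and 348 had 4.53 CPM of ENSRNOG00000006280, while the other SHAM rats had 0.0448 to 0.495 CPM. This value is 1 count in rat 348 and 0 in rat 343, under the floor of 3 counts, so it is within counting error. Without both libraries, the log2 fold-change of this gene was 7.99 in place of 7.94.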

How the results depend on the processing

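For the 4 genes named, all 116 combinations of gene and alternative kept the direction and the call of the log2 fold-change in DMT vs SHAM. The log2 fold-change ranged from 7.55 to 8.22 for ENSRNOG00000006280, from 6.58 to 7.14 for ENSRNOG00000034228, from -3.24 to -2.51 for ENSRNOG00000047351 and from -3.05 to -2.70 for ENSRNOG00000015438.

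The numbers of genes called depended most on the filter and on the fold-change threshold. With genes of at least 10 counts in every rat, 2273 genes were tested, and 244 were called in DMT vs SHAM, 414 in SHAM vs SD, 415 in DMT vs SD, 109 in both DMT vs SHAM and SHAM vs SD, and 95 in opposite directions. The depth of rats 343 and 348 limits this filter, as only 3136 and 2578 genes reach 10 counts there. With no fold-change threshold, 2745 and 4782 genes were called in DMT vs SHAM and SHAM vs SD, 1258 in both and 1065 in opposite directions. With the fold-change of 1.3 tested in the model (glmTreat), these numbers were 502, 867, 96 and 82, and the share of SHAM vs SD genes also altered by DMT fell to 11.1%. The cause was not tested for the lower share. The balance of directions also moved. In DMT vs SHAM, 602 genes were higher and 1089 lower, compared with 126 and 118 with at least 10 counts in every rat, 1252 and 1493 with no fold-change threshold, and 222 and 280 under glmTreat. In SHAM vs SD, 1506 were higher and 1167 lower, compared with 203 and 211, 2341 and 2441, and 471 and 396. The share of shared genes with opposite directions was less affected, at 85.4% under glmTreat and 84.7% with no fold-change threshold.

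The DESeq2 Wald test called 1433, 2456 and 546 genes in DMT vs SHAM, SHAM vs SD and both, and shared 1338 and 2230 genes with edgeR in the first and second comparison. With DESeq2 size factors the numbers were 1715, 2723 and 696, with all genes of at least 1 count 1687, 2929 and 642, with only the groups compared in the fit 1615, 2412 and 587, and without the 10 genes with the most counts 1691, 2670 and 679. The percentage of DMT vs SHAM genes that were higher was 35.6% with TMM and 32.5% with size factors.

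Which SHAM rats were used had more weight than the shallow libraries. Across the 36 choices of 7 of the 9 SHAM rats, 1208 to 2162 genes were called in DMT vs SHAM, 1980 to 3360 in SHAM vs SD, 426 to 1048 in both and 311 to 937 in opposite directions. Without rats 343 and 348, 1684 and 2681 genes were called, of which 1624 and 2595 were shared with the fit of all rats. With both summed, 1672 and 2656 were called. Thinning the deeper libraries to 14502127 counts left 1526, 2522 and 589 genes. These 3 alternatives were chosen after the totals and counts had been seen. Across the 21 fits that each left out one rat, 1427 to 1977 genes were called in DMT vs SHAM, 2237 to 3075 in SHAM vs SD, 2459 to 2825 in DMT vs SD, 526 to 883 in both and 405 to 775 in opposite directions, and the shares were 21.4% to 28.7% and 77.0% to 87.8%. With separate sets of SHAM rats for each comparison, the median was 400 genes in both and 288 in opposite directions. Without rats 343 and 348, an alternative chosen after seeing the totals, it was 371.5 and 289.5. When 1 of these sets was used for both comparisons, the medians were 616.5 and 552.5 with all rats, so most of the fall from 680 and 567 came with separate sets and not with their size. Without rats 343 and 348 they were 470.5 and 433, compared with 664 and 558 with all 7 rats and 371.5 and 289.5 with separate sets. There, the larger part of the fall in shared genes came with smaller sets. For genes in opposite directions, smaller sets lowered the number somewhat less than separate sets did.

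In the principal component analysis, scaling genes to unit variance gave 26.4% and 15.1% of the variance on the first and second components. With log2(CPM + 1) the second component took 26.9%, and the pseudo-F ratio for DMT vs SHAM fell to 1.70 (exact permutation p=0.0725; 0.0001998 to 0.0725 across its alternatives). On this scale the first components mostly set the shallow libraries apart, as rats 343 and 348 lay at -79.1 and -145 on the first and at -123 and 71.3 on the second, and all other rats at 8.25 to 16.0 and 0.859 to 4.13. The 500 genes with the highest variance placed 48.0% on the first component. The cause was not tested for the scaling and for these 500 genes. The pseudo-F ratios for SHAM vs SD and DMT vs SD passed the threshold under each of the 5 alternatives. Among the numbers of genes called in one direction, 16 changed by more than 1.5 times over 5 results, 4 of them upwards and 12 downwards.

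The alternative without libraries whose deposited files differ was not run, since no file differed. Leaving out genes of the mitochondrial genome removed no gene that was tested. The alternatives for the genes the paper names, gene sets and the correlation among FAO transcripts were not run, because identifiers are not paired with symbols. No paired analysis was possible because the groups share no replicate numbers.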

Differences from the paper's values

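The first principal component of the ZDSD experiment took 38.7% of the variance, compared with the paper's value of about 24% in Figure 4B, read by eye. Of the alternatives set before the data were examined, scaling genes to unit variance gave 26.4%, within 1.5 times of the paper's value. With log2(CPM + 1) it was 39.7% and with the 500 genes with the highest variance it was 48.0%, neither of which closed the gap. The paper does not state whether genes were scaled.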

Other observations

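The tests on rats 343, 348, 333 and 328, the test of leaving out both shallow libraries and the region on chromosome 1 were chosen after the results they concern had been seen. Thinning the deeper libraries to one total was chosen after the totals and counts had been seen. The other tests were set before their results were seen.

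The numbers of genes called were compared with those from other splits of the same rats. Of 100 splits drawn from 5005 of the SHAM and DMT-treated rats, the real one included, 1 gave as many genes as the real DMT vs SHAM comparison, namely the real one. The next highest gave 1119 genes. For SHAM vs SD and DMT vs SD, again 1 of 100 splits of the rats of the groups compared gave as many, and the next highest gave 2097 and 983 genes. The genes in both DMT vs SHAM and SHAM vs SD were also counted over the 100 splits of SHAM and DMT-treated rats, of which 1 gave as many, the real one, and the next highest gave 365. Over the splits of SHAM and SD rats, however, 1 split other than the real one gave more (826 genes, compared with 680), and splits of SD and DMT-treated rats gave up to 574. These splits gave 757 and 574 genes in opposite directions, compared with 567 in the real groups. Nearly all shared genes had opposite directions when SD and DMT-treated rats were split. Those splits leave the SHAM rats as they are, so genes in which SHAM rats differ from both other groups stay shared, in opposite directions. Such splits cannot tell correction by DMT from noise of the shared SHAM rats. The number in opposite directions does not by itself show correction by DMT. Differences in depth between groups were tested by thinning (1526 genes in DMT vs SHAM), the shallow libraries by leaving them out (1684), and a few abundant genes by leaving those out (1691), and none of these moved the number by more than 1.5 times. The number of genes called had little relation to gene length, since the tertile of gene length with the most called genes held 34.9% in DMT vs SHAM and 34.1% in SHAM vs SD. The log2 fold-change across genes was weakly related to length, in opposite directions (Spearman rho -0.112 in DMT vs SHAM and 0.109 in SHAM vs SD), so an effect of length on the direction of change is not excluded. No library batches are named in the labels or the paper, so a difference between batches was not tested.

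The extent to which DMT moved renal expression towards SD rats was tested with separate sets of SHAM rats. Noise of a shared SHAM group does not fully explain the opposite directions, since a median of 77.2% of the shared genes still had opposite directions with separate sets. A shift of the altered genes as a whole towards SD levels was small and was not seen in every split. Over the genes altered in SHAM vs SD, the slope of the change by DMT on the change needed to reach SD levels had a median of 0.0448 with separate sets (lowest -0.0853, highest 0.157, 20 splits), compared with 0.210 with a shared set. It was above 0 in 14 of 20 splits, where the test required all. Without rats 343 and 348, the medians were 0.0762 and 0.204, and the slope with separate sets was above 0 in 17 of 20 splits. Divided by the slope that the other set of SHAM rats gave for the difference from SD rats itself, the medians were 0.0539 with all rats and 0.0878 without rats 343 and 348. One hypothesis is that correction by DMT may be limited to a subset of the altered genes, with the rest left in place, as 1993 of 2673 genes were not altered by DMT. This hypothesis was not tested separately.

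SD and ZDSD rats are different strains, so the SHAM vs SD comparison could include local differences between the genomes, which would be seen as neighbouring genes changed in the same direction and not altered by DMT. Adjacent genes were called in the same direction 1.70 times as often as by chance in SHAM vs SD (420 pairs, 247.8 expected). The ratio was however higher in DMT vs SHAM, which compares rats of one strain (2.11, 222 pairs, 105.5 expected). In both cases p=0.0001, the smallest that 10000 permutations can give. The difference of the ratios, weighted over 21 chromosomes, was -0.41 (permutation p=0.0493, SHAM vs SD higher on 7 chromosomes). The ratio depends on the number of genes called, and genes regulated together would raise it in either comparison, so it cannot exclude strain differences. Overlapping genes did not account for the clustering, with a ratio of 1.69 in SHAM vs SD without them. Genes altered in SHAM rats but not by DMT had a neighbour called in the same direction in 27.6% of cases and those altered by DMT in 29.6%, a difference of -1.91 percentage points (permutation p=0.343). Neither test gave evidence for strain differences, and the clustering cannot be told apart from them. Of the 10 largest decreases in SHAM vs SD, 8 were on chromosome 1, which holds 12.7% of the tested genes, and 4 of these lay between 100371040 and 101155517 (rn5). This region was singled out after it had been seen. It holds 10 tested genes, of which 4 were lower in SHAM than in SD rats, 4 were lower in DMT-treated than in SD rats and 3 were altered in DMT vs SHAM.

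The libraries of SHAM rats 343 and 348 were compared with each other and with mixtures of the other libraries. Of 51 thinned pairs of other rats, 0 were as alike (chi-square per degree of freedom 1.03 for rats 343 and 348, lowest 1.06 and highest chi-square p=0.00116 for the other pairs, and a median of 1.58 for the 21 pairs of SHAM rats). Each pair was thinned in a single draw, however, and the lowest, DMT rats 316 and 341, came near 1.03. Among pairs of SHAM rats the lowest was 1.13. Low depth alone is thus a poor explanation of their likeness but is not excluded. A candidate explanation is that both libraries hold fragments of several other libraries. A mixture of the deeper libraries was fitted with a misfit of at most 1.07 per degree of freedom, but 2 of the 7 deeper SHAM rats, thinned to the same depth, were fitted as well (misfit 1.06 to 2.29), so this comparison alone does not decide. The fitted mixtures were spread over more libraries, an effective number of 5.69 in rat 343 and 6.94 in rat 348, compared with 2.08 to 4.81 in the thinned SHAM rats and at most 5.67 in the other thinned rats. Mixtures drawn from the fitted weights at the same depth, with counting noise only, had a misfit as large in 0 of 1000 draws for rat 343 and 3 of 1000 for rat 348 (medians 1.00 and 1.00, highest 1.06 and 1.07), and a mixture drawn from the 7 deeper SHAM libraries had 1.02. A mixture of the deeper libraries with counting noise only was thus not borne out. The draws carry no other noise between libraries, so they cannot exclude a mixture, and the wider spread of the fitted weights leaves it open. A mixture with libraries not used here was not tested. That both come from the same rat also remains possible, as their counts differed by no more than sampling noise (chi-square test, p=0.0973). The paper does not report on the depth of these libraries.

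SHAM rat 333 and DMT rat 328 had the highest positions of their groups on the first principal component (24.0 and 17.1) and the largest root mean square deviations from the other rats of their groups (0.241 and 0.155), although neither stood apart by Dixon's criterion on these measures. Across 14627 genes, which are not independent replicates, their deviations from the other rats of their groups correlated with r=0.62, the highest of 42 pairs of a SHAM and a DMT-treated rat, while the next highest was 0.55, for SHAM rat 315 with DMT rat 328. The lowest was -0.65, for SHAM rat 340 with DMT rat 328, but deviations within a group sum to 0, so positive correlations in some SHAM rats force negative ones in others. Low depth was not the explanation. With the deeper libraries thinned to one total (log2(CPM + 1)), rats 333 and 328 still had the largest deviations of their groups, 1.16 and 1.13 times the next largest, and their deviations correlated with r=0.57. A mixture of the other deeper libraries described rat 333 least well of the 19 thinned libraries (misfit 2.29 per degree of freedom) and rat 328 least well of the DMT-treated rats (1.41), so a mixed sample of these libraries was not borne out. The same change may have occurred in both rats, but this hypothesis was drawn from the pair that stood out and cannot be told apart from variation shared with other rats. Contamination from other sources and tissue sampling were not tested.

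Among the 7 deeper SHAM rats, 61.2% of the variance of rlog counts lay along a single axis, with rat 333 at 23.1 at one end and rat 340 at -19.0 at the other. The SD rats lay between -21.3 and -8.70 on this axis and the DMT-treated rats between -10.5 and 6.68. Total counts of the 7 rats did not relate to their position (Pearson r=-0.27, exact permutation p=0.563; Spearman rho=-0.29, exact permutation p=0.556; r=0.055 without the 2 rats with totals farthest from the median; this was the only relation computed). The axis held 9.33% of the variance among SD rats and 25.2% of that among DMT-treated rats, whose own first axes held 34.5% and 48.5%. Random changes of sign of the genes' loadings gave at most 0.207% and 1.02% (1000 draws), but they also remove the correlation between genes, so this test cannot decide whether the axis is specific to SHAM rats. The axis pointed partly in the direction from SD to SHAM rats (cosine 0.57). Variation that is not specific to diabetic rats, such as in tissue sampling, may contribute to it, and the axis cannot be told apart from such variation or from a difference in severity between SHAM rats.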
